# Transcriptome dynamics of rooting zone and aboveground parts of cuttings during adventitious root formation in *Cryptomeria japonica* D. Don

**DOI:** 10.1186/s12870-018-1401-7

**Published:** 2018-09-19

**Authors:** Yuki Fukuda, Tomonori Hirao, Kentaro Mishima, Mineko Ohira, Yuichiro Hiraoka, Makoto Takahashi, Atsushi Watanabe

**Keywords:** *Cryptomeria japonica*, Adventitious root formation, Transcriptome, Conifer, Needles, Microarray

## Abstract

**Background:**

Adventitious root formation is an essential physiological process for successful propagation of cuttings in various plant species. Because coniferous species are highly heterozygous, propagation of cuttings is of great practical use in breeding. Although various factors influence adventitious root formation, little is known of the associated regulatory mechanisms. Whereas adventitious roots generally form from the base of cuttings, this process is accompanied by physiological changes in leaves, which supply assimilates and metabolites. Herein, we present microarray analyses of transcriptome dynamics during adventitious root formation in whole cuttings in the coniferous species, *Cryptomeria japonica*.

**Results:**

Temporal patterns of gene expression were determined in the base, the middle, and needles of cuttings at eight time points during adventitious root formation. Global gene expression at the base had diverged from that in the middle by 3-h post-insertion, and changed little in the subsequent 3-days post-insertion, and global gene expression in needles altered characteristically at 3- and 6-weeks post-insertion. In Gene Ontology enrichment analysis of major gene clusters based on hierarchical clustering, the expression profiles of genes related to carbohydrates, plant hormones, and other categories indicated multiple biological changes that were involved in adventitious root formation.

**Conclusions:**

The present comprehensive transcriptome analyses indicate major transcriptional turning and contribute to the understanding of the biological processes and molecular factors that influence adventitious root formation in *C. japonica*.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-018-1401-7) contains supplementary material, which is available to authorized users.

## Background

Roots that develop post-embryonically from differentiated cells such as shoots, stems, and leaves, are defined as adventitious roots [1]. Adventitious root formation is an essential physiological process for the successful propagation of cuttings in various horticultural and forest tree species. This vegetative propagation method maintains the genotype of the donor plant, and hence the superior characteristics of targeted clones. Because the resulting uniformity among ramets provides economic benefits for horticultural and forestry industries, numerous investigations have been performed to identify the mechanisms of adventitious root formation. In particular, biochemical studies of horticultural plants have revealed multiple factors that influence adventitious root formation. The plant hormone auxin plays a key role in the onset of adventitious root formation [2–6], and carbohydrates are a clear energy requirement of this process [7–10] (reviewed in [11–14]). Numerous molecular biological studies support biochemical findings in horticultural plants [15–17], reflecting the promise of gene expression profiling for dissecting underlying biological processes in plant physiology and development [18]. Accordingly, previous comprehensive transcriptome analyses have elucidated molecular mechanisms of adventitious root formation [19, 20].

Adventitious roots form under favorable conditions, and vegetative propagation is of great practicable to breed coniferous species, because they are generally highly heterogeneous [21] and have low probabilities of gene fixation. Accordingly, more than 65 million rooted cuttings of coniferous species are produced every year globally, and at least half of these are produced in Japan [22]. Due to its rapid growth, bole straightness and ease of wood processing, *Cryptomeria japonica* is among the most important forestry species in Japan, and has been continuously propagated from cuttings since around the year 1400 [23]. Although *C. japonica* is easily propagated by cuttings, rooting abilities differ considerably with genotype [24], donor tree age [25], and various other factors, and can be enhanced by such treatments with auxin [26] and bottom heating [27]. However, most studies of adventitious root formation in *C. japonica* were conducted using simple binary evaluations of rooting phenotype. Although anatomical changes during adventitious root formation in *C. japonica* have been reported [28], associated molecular events such as changes in gene expression remain poorly understood. In coniferous species, a limited number of molecular biological studies have been conducted and revealed genes that are related to cell replication, cell wall metabolism, auxin metabolism, stress responses, primary carbohydrate metabolism, and photosynthesis were differentially expressed during adventitious root formation following excision from the donor plant [29, 30].

Physiological changes in leaves, which provide assimilates and metabolites, are closely related to adventitious root formation. In particular, auxin has been shown to stimulate adventitious root formation, and is mainly synthesized in leaves and redistributed by a polar auxin transporter [31], and photosynthetic carbohydrate production and transpiration are related to elongation of roots on cuttings [32]. Moreover, studies of *C. japonica* suggested that the conditions around needles of cuttings influence the efficiency of adventitious root formation [33–35]. Adventitious roots generally formed at the base and not in the middle of cuttings, whereas these parts are regarded as equivalent organs before excision. Hence, comparisons of biological changes at the base and the middle of cuttings will contribute to the mechanistic understanding of adventitious root formation.

In this study, we performed transcriptome analyses of cuttings during adventitious root formation with the aim of ﻿providing insight into the molecular mechanisms of this process in *C. japonica*. Three important experimental design elements enhanced the clarity and relevance of our findings as follows: (1) samples were taken from three parts (the base, the middle and needles) of cuttings; (2) samples were collected at eight time points between excision from the donor tree and appearance of adventitious roots; (3) microarray analyses were used to identify global gene expression profiles.

## Methods

### Plant materials and sample collection

All samples were taken from individuals of the *C. japonica* plus-tree clone Tsukuba 1. Stem cuttings of about 20 cm in length were taken from 18-year-old donor trees between 9:00 and 10:00 on May 25, 2016, in a field located at the Forest Tree Breeding Center of the Forestry and Forest Products Research Institute (FTBC, Hitachi, Ibaraki, Japan). They were inserted into Kanuma soil, which is a popular substrate for adventitious rooting of *C. japonica*, and were cultivated in a FTBC greenhouse with automatic irrigation and no environmental controls. Appearance of bases of cuttings was observed once weekly to record the timing of rooting. Prior to RNA extraction, a 1-cm length of the base of cuttings (base, underground), a 1-cm length of the middle of cuttings (middle, aboveground) and a 2-cm length of shoots including needles (needles; Fig. 1) were collected at 0 -h post-excision (hpe), 0 -h post-insertion (hpi; about 2 hpe), 3 hpi, 1 -day post-insertion (dpi), 3 dpi, 1 -week post-insertion (wpi), 3 wpi, and 6 wpi. Samples were collected from three cuttings as biological replicates at each time point, leading to a total of 72 samples. Samples were immediately frozen in liquid nitrogen and were stored at − 80 °C until RNA extraction.

**Fig. 1:**
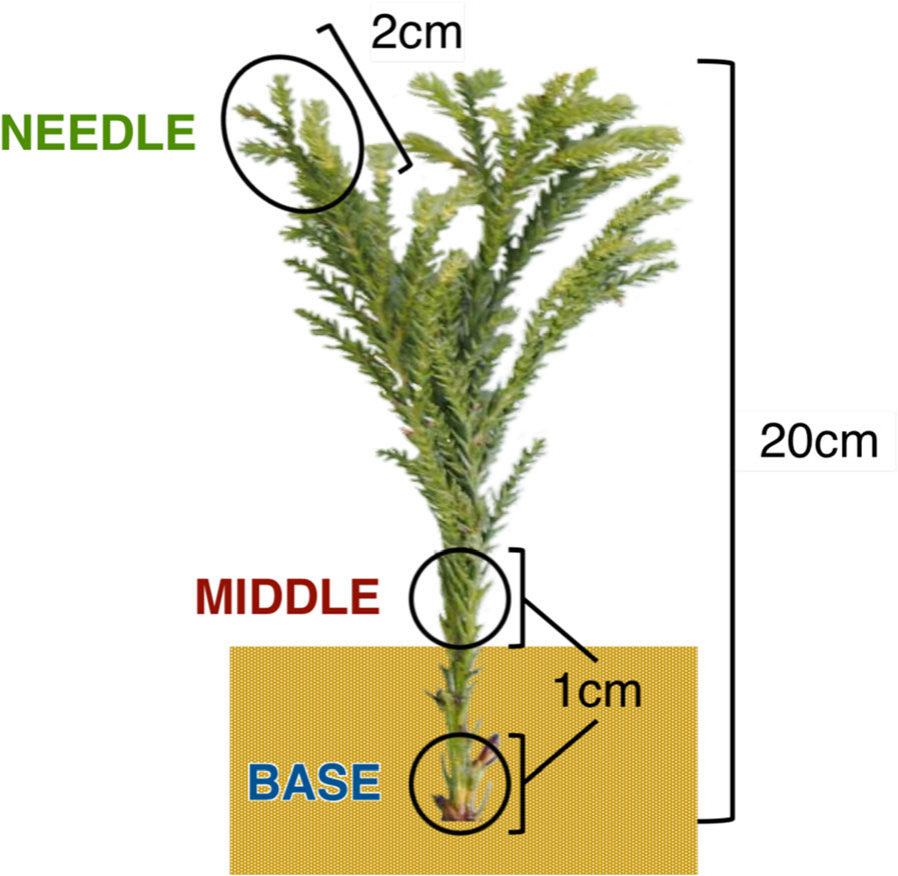
Three parts of *C. japonica* cutting collected for microarray analyses

### Microarray design

The microarray was designed using e-array (Agilent Technologies, Santa Clara, CA, USA) at the default parameters of the Base Composition Methodology. Isotig sequences for microarray design were collected from various organs (wood, tree-top, shoot, male flower and seedling including root) in several developmental stages and seasons using the Roche GS-FLX system described by Mishima et al. [36]. Probes with high similarity (homology × coverage > 0.95) were excluded and the SurePrint G3 Gene Expression Custom 8 × 60 K Array (Agilent Technologies) comprised three probe sets corresponding to 19,304 sequences. Gene annotations representing the top-scoring BLASTX hits for each sequence were used to predict protein products as a query against the TAIR Arabidopsis protein database TAIR10-pep-20101214 with a threshold e-value of 1e − 5 using the CLC Genomic Workbench version 4.1.1 software package (CLC bio, Aarhus, Denmark).

### RNA extraction and microarray experiments

Total RNA was extracted from samples using an RNeasy Plant Mini kit (Qiagen, Hilden, Germany) with DNase digestion on-column using an RNase-Free DNase Set (Qiagen). Three rooted replicates of the bases of cuttings were used at 6 wpi with a few centimeters of roots. RNA concentrations were measured using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies) with an Agilent RNA 6000 Nano Kit (Agilent Technologies). Cyanine-3 (Cy3) labeled cRNA was then synthesized from 200 ng of total RNA from each sample with a Low Input Quick Amp Labeling Kit (Agilent Technologies), and 600 ng of the Cy3-labeled cRNA was fragmented at 60 °C for 30 min and was hybridized to 8 × 60 K microarray for 17 h at 65 °C in a rotating microarray hybridization oven (Agilent Technologies) with a Gene Expression Hybridization Kit (Agilent Technologies). Following hybridization, microarray slides were washed with a Gene Expression Wash Buffer Kit (Agilent Technologies) and scanned using a SureScan Microarray Scanner version 9.1 (Agilent Technologies). Signal intensities of the spots on the resulting TIFF images were quantified using Feature Extraction software version 11.5 (Agilent Technologies) and were used to calculate gene expression levels. Details of the microarray design and the ensuing data have been submitted to the NCBI GEO database [GSE102874].

### Processing of microarray data

In order to investigate changes in gene expression in whole cuttings and individual parts, we constructed and processed three separate datasets for all parts, the base and the middle, and needles, with consideration of the influence of differences in global gene expression on normalization (Fig. 2). The present 19,304 targets (list 0) were spotted in three replicates on the microarray and mean signal intensities were considered quantitative of gene expression levels in each sample. The expression levels of list 0 were normalized using log_2_-transformation and global normalization to the 75th percentile using the Subio platform version 1.21 (Subio Inc., Kagoshima, Japan). To improve data quality, targets (list 1) with unfavorable flags (gIsFeatNonUnifOLs, gIsBGNonUnifOLs, and gIsWellAboveBGs) in any replicated spots were identified and excluded using Feature Extraction software, and analyses were only performed using targets with mean raw expression levels of greater than 10 in all samples. Mean expression levels for each sample group were considered representing gene expression levels and targets (list 2) with expression levels that varied for at least one sample group were extracted by one-way analysis of variance (Benjamini–Hochberg false discovery rate < 0.05) using targets whose processed expression levels were less than − 0.5 or greater than 0.5 in at least one group. Principal component analysis (PCA) and hierarchical clustering were then conducted using the unweighted pair group method with arithmetic mean and Pearson’s correlations, and a general overview of list 2 was generated. Based on hierarchical clustering, 13, 12, and 8 major clusters were identified from the three datasets, respectively, and targets (list 3′) with hits for unique *Arabidopsis thaliana* genes with an e-value <1e − 5 after BLASTX searches were considered significantly homologous and were selected from each cluster to estimate gene annotations in *C. japonica*. These targets were then identified with gene names and were categorized into GOTERM_BP_DIRECT using the Database for Annotation, Visualization and Integrated Discovery (DAVID 6.8, https://david.ncifcrf.gov) [37]. For analysis of Gene Ontology (GO) term enrichment, the EASE scores, which are modified Fisher exact *p*-values [37], were used to define gene enrichments that were associated with annotation terms using the targets (list 1′) with lower e-values (<1e − 5) in list 1 as the population background.

**Fig. 2:**
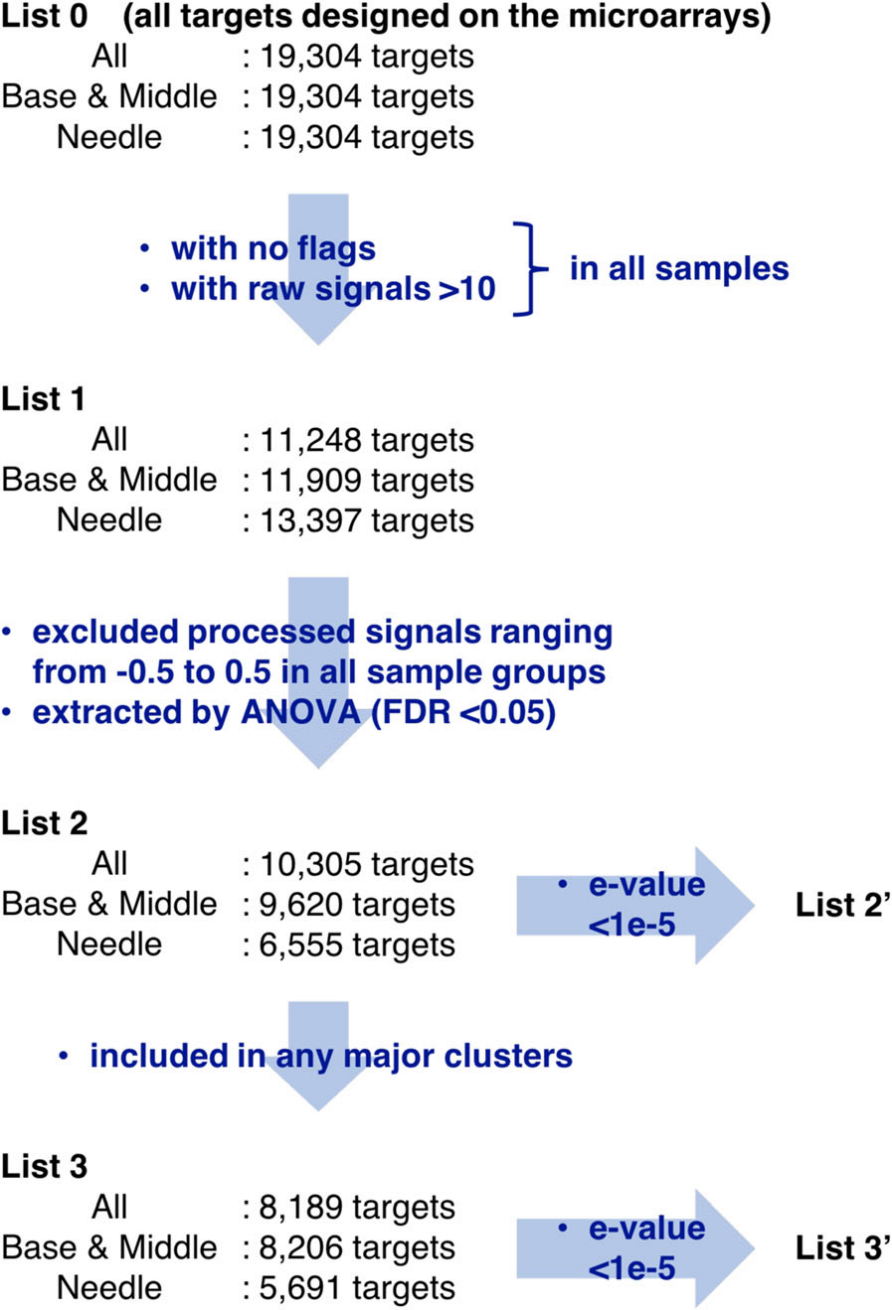
Data processing

### Quantitative RT-PCR

Microarray analyses were independently verified using qRT-PCR (Additional file 1: Figure S1, Additional file 2: Figure S1 and Additional file 3: Figure S3) with primers that were designed using Primer Express software v3.0 (Applied Biosystems, Foster City, CA, USA; Additional file 4: Table S1). Amplification efficiencies of all primer pairs were optimized using genomic DNA from the clone tree that was used for microarray experiments on the StepOnePlus Real-Time PCR System (Applied Biosystems) using SYBR Green real-time qRT-PCR. Total RNA (160 ng) was then reverse-transcribed using a High-Capacity RNA-to-cDNA Kit (Applied Biosystems) according to the manufacturer’s instructions. PCR mixtures were prepared according to the manufacturer’s instructions and contained forward and reverse primers at 250 nM and 5 μL of 43-fold diluted cDNA in a final volume of 20 μL. All reactions were denatured at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Melting curve analyses were then performed from 60 °C to 95 °C and data were captured every 0.3 °C to ensure amplification of single products. Relative quantifications and comparisons, were performed using the delta-delta-Ct method with *Ubiquitin* expression as the internal control [38, 39].

## Results and discussion

### Overall assessment of gene expression changes during adventitious root formation in coniferous cuttings

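The base, the middle and the needles of cuttings were sampled at 8 time points from excision to 6 wpi, with 3 cuttings per time point, and the bases taken at 6 wpi were rooted. Cy3-labelled cRNA of each of the 72 samples was hybridized to 1 array, on which each of 19304 target sequences had 3 or 4 replicate spots. The authors deposited the background-subtracted signal of every spot on each array, without normalization between arrays, and a table of their log2 values scaled to the 75th percentile. For the values given here, the signals of the spots of a target without a non-uniformity flag were averaged, and the log2 of this mean was expressed relative to the 75th percentile of the array over all targets. A value of 0 therefore equals that percentile. As in the paper's methods, list 1 held the targets with no non-uniformity flag, with every spot well above background and with a mean signal above 10 on every array of the dataset. It held 9175 targets in "all", 9592 in "base and middle" and 12523 in "needles". Groups were compared with limma in 1 fit per dataset. A target was called when its p, adjusted over the targets tested by the Benjamini-Hochberg method, was below 0.05 and its log2 difference was at least 1 in size. Arrays are given as apart when every array of one group lay above every array of the other, and as overlapping otherwise. The share of spots well above background was between 66.0% and 86.9% per array at the base (median 77.9%), between 76.4% and 85.6% in the middle (median 81.0%) and between 73.1% and 83.9% in needles (median 78.1%). The arrays lay on 9 slides, of which 6 held base and needles and 3 held the middle only, so the slide could not be separated from the part when base and middle were compared. The median log2 difference over all targets lay above 0.1 for base against middle at 3 dpi (0.11), 1 wpi (0.12), 3 wpi (0.16) and 6 wpi (0.13) and for the base at 6 wpi against 0 hpe (0.16). It was -0.12 for the base at 0 hpi against 0 hpe and 0.11 at 1 dpi against 3 hpi, and changes of single targets are to be read relative to these shifts. The number of arrays, 3 per group, limits the precision.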

To summarize similarities between samples according to changes in gene expression levels, we performed PCA and hierarchical clustering and characterized gene expression patterns in parts of cuttings during adventitious root formation (Figs. 3a and 4a). 

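At 0 hpe, 2087 of 9175 targets were called between needles and base, 974 of them higher and 1113 lower in needles. The arrays were apart for 1770 of these targets. This counts called targets only and is no test, and for any target chance keeps 3 arrays apart from 3 with a share of 10%. Without the filter on dim spots, the count for needles against base at 0 hpe moved most, to 5113 of 19304 targets. Between base and middle, 1 of 9592 targets was called at 0 hpe and 10 at 0 hpi. The counts then rose to 475 at 3 hpi, 559 at 1 dpi, 1047 at 3 dpi, 1746 at 1 wpi, 2026 at 3 wpi and 2144 at 6 wpi. At an unadjusted p below 0.05, 156 targets passed at 0 hpe and 504 at 0 hpi. The target at 0 hpe, reCj34224, has no annotation in the supplement and was singled out after its values were seen. It was 1.97 ± 0.14 (SD, n = 3) at the base and 3.24 ± 0.17 (SD, n = 3) in the middle, a log2 difference of -1.27 (standard error 0.19, adjusted p = 0.000648, arrays apart). The early counts rested on single arrays. The count at 0 hpi was 2 without base 0 hpi replicate 2. At 3 hpi it was 98 without middle 3 hpi replicate 3 and 968 without middle 3 hpi replicate 1, and at 1 dpi it was 78 without base 1 dpi replicate 2 and 1103 without base 1 dpi replicate 1. From 3 dpi on, leaving out single arrays moved the counts by less than 1.5 times.

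**Figure D1:**
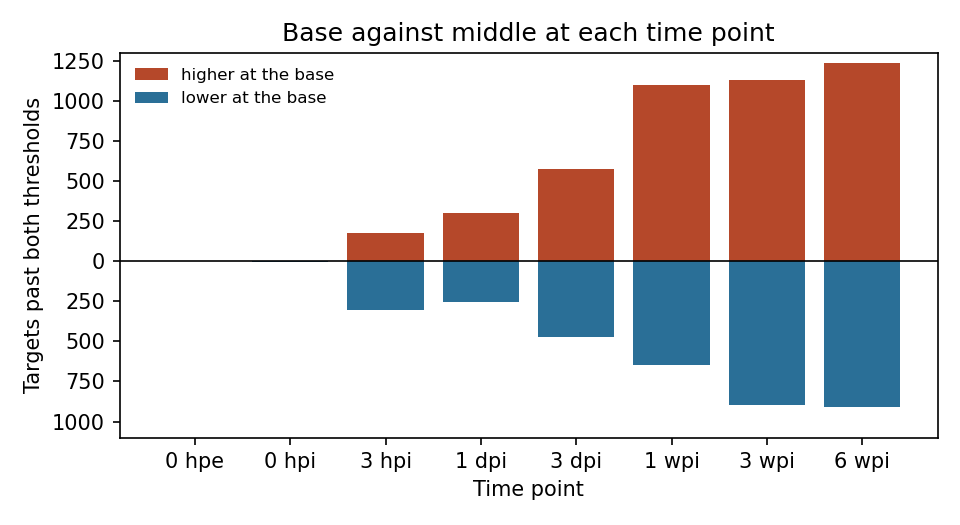
Number of targets called between the base and the middle (y axis) at each time point (x axis), with targets higher at the base above 0 and targets lower at the base below 0. The bars are close to 0 at 0 hpe and 0 hpi and reach 1237 higher and 907 lower targets at 6 wpi.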

Global gene expression levels differed between needles and the other two parts, and were similar at 0 hpe but became more different over time between the base and the middle. Moreover, based on hierarchical clustering, thirteen major clusters were identified (Figs. 4a and 5a and Additional file 5: Table S2A). 

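The clusters were formed on these arrays, so their profiles describe the samples and are not independent tests. Values were centred on the mean of each target over the arrays of the dataset, and the median over the targets of a cluster was taken per array (mean ± SD, n = 3). Cluster A2, with 522 targets, rose at 3 hpi in all parts. At the base its median was -0.19 ± 0.025 at 0 hpe, 1.10 ± 0.15 at 3 hpi and 0.23 ± 0.18 at 6 wpi. In the middle it was -0.17 ± 0.023 at 0 hpe, 0.79 ± 0.37 at 3 hpi and 0.027 ± 0.25 at 6 wpi, and in needles -0.66 ± 0.17 at 0 hpe, -0.18 ± 0.22 at 3 hpi and -0.65 ± 0.015 at 6 wpi. The peak at the base moved most with the mean over the targets in place of the median, which gave 1.44 for the median profile of listed clusters, A2 in base 3 hpi.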

Annotations of genes in these clusters are listed in Additional file 5 and GO enrichment analysis of each cluster is shown in Additional file 6.

**Fig. 3:**
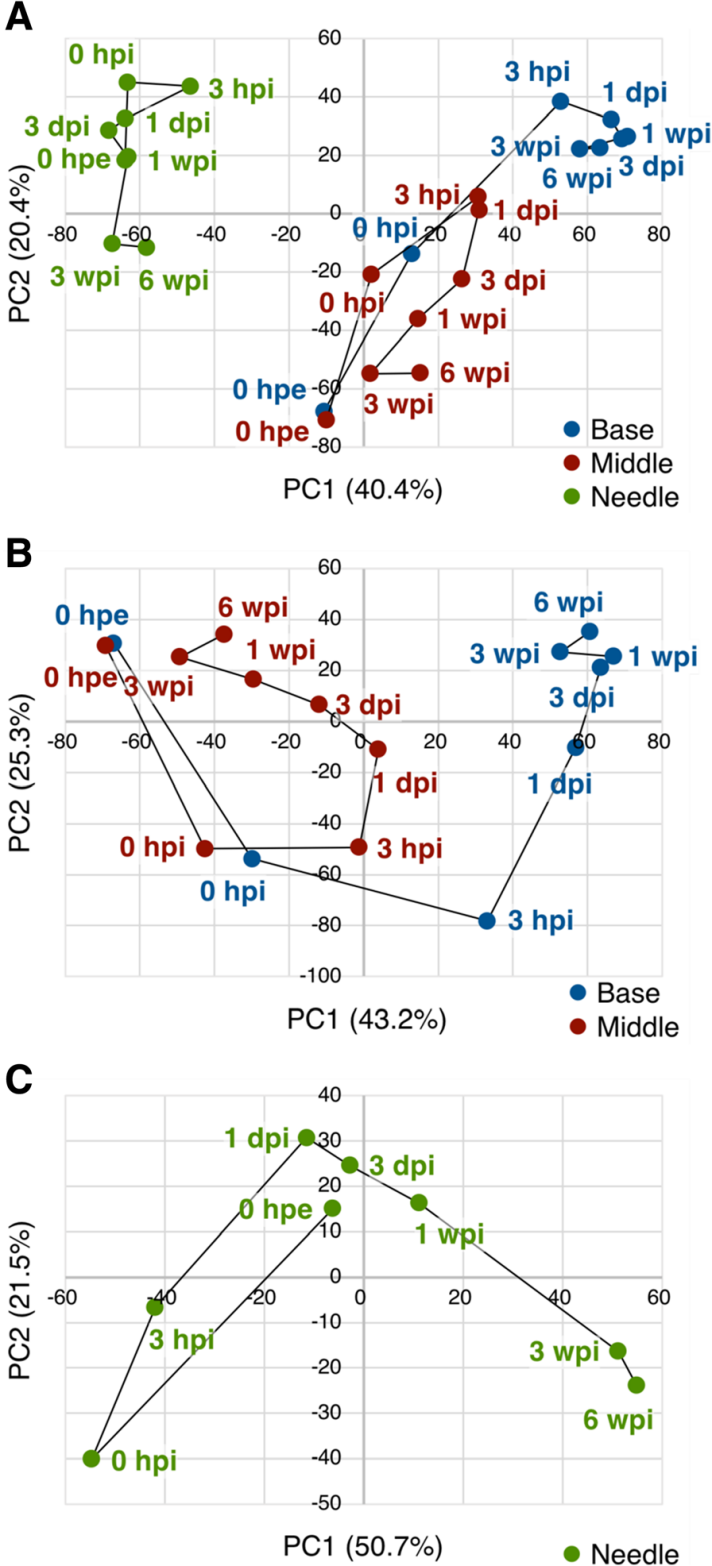
Principal component analysis of microarray data. The plot illustrates the principal components of (**a**) all 24 sample groups for 10,327 genes in “all”, (**b**) all 16 sample groups for 9,633 genes in “base and middle” and (**c**) all 8 sample groups for 6,555 genes in “needles” that were differentially expressed among time points. Abbreviations for time points are as described in the Methods

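Targets were taken as varying when limma's F-test across the groups of the dataset gave an adjusted p below 0.05 and the centred mean of at least 1 group lay beyond 0.5 in size. This held for 8290 of 9175 targets in "all", 7639 of 9592 in "base and middle" and 6185 of 12523 in "needles". The number in "all" moved most without the filter on dim spots, where it was 18288 of 19304 for targets varying in all. In a PCA of the group means, PC1 and PC2 held 39.4 ± 2.52% and 20.7 ± 2.36% of the variance in "all" (SD over PCAs of each replicate number, n = 3) and 50.8 ± 4.76% and 21.8 ± 4.26% in "needles". In "all", the needles lay between -56.4 and -37.8 on PC1 and the base between -9.95 and 59.6 (group means).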

**Fig. 4:**
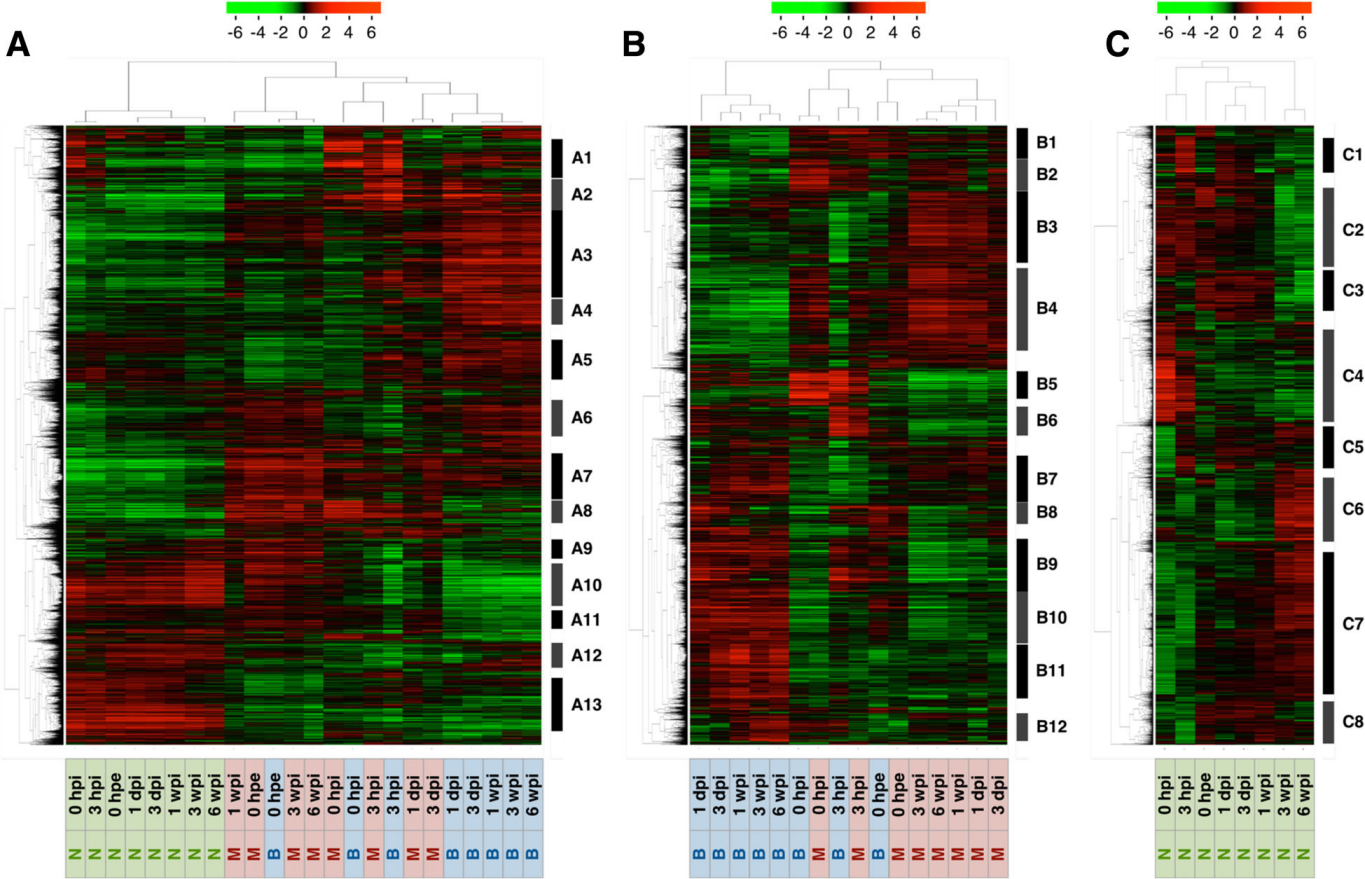
Hierarchical clustering analyses of differentially expressed genes among time points. Heatmaps include (**a**) all 24 sample groups for 10,327 genes in “all”, (**b**) all 16 sample groups for 9,633 genes in “base and middle” and (**c**) all 8 sample groups for 6,555 genes in “needles”, respectively. Labeled bars indicate distinct clusters that were used in further analyses. Color strengths of red and green indicate up- and down-regulation of gene expression level, respectively. Abbreviations for time points are described in the methods; B, base of cuttings; M, middle of cuttings; N, needles

**Fig. 5:**
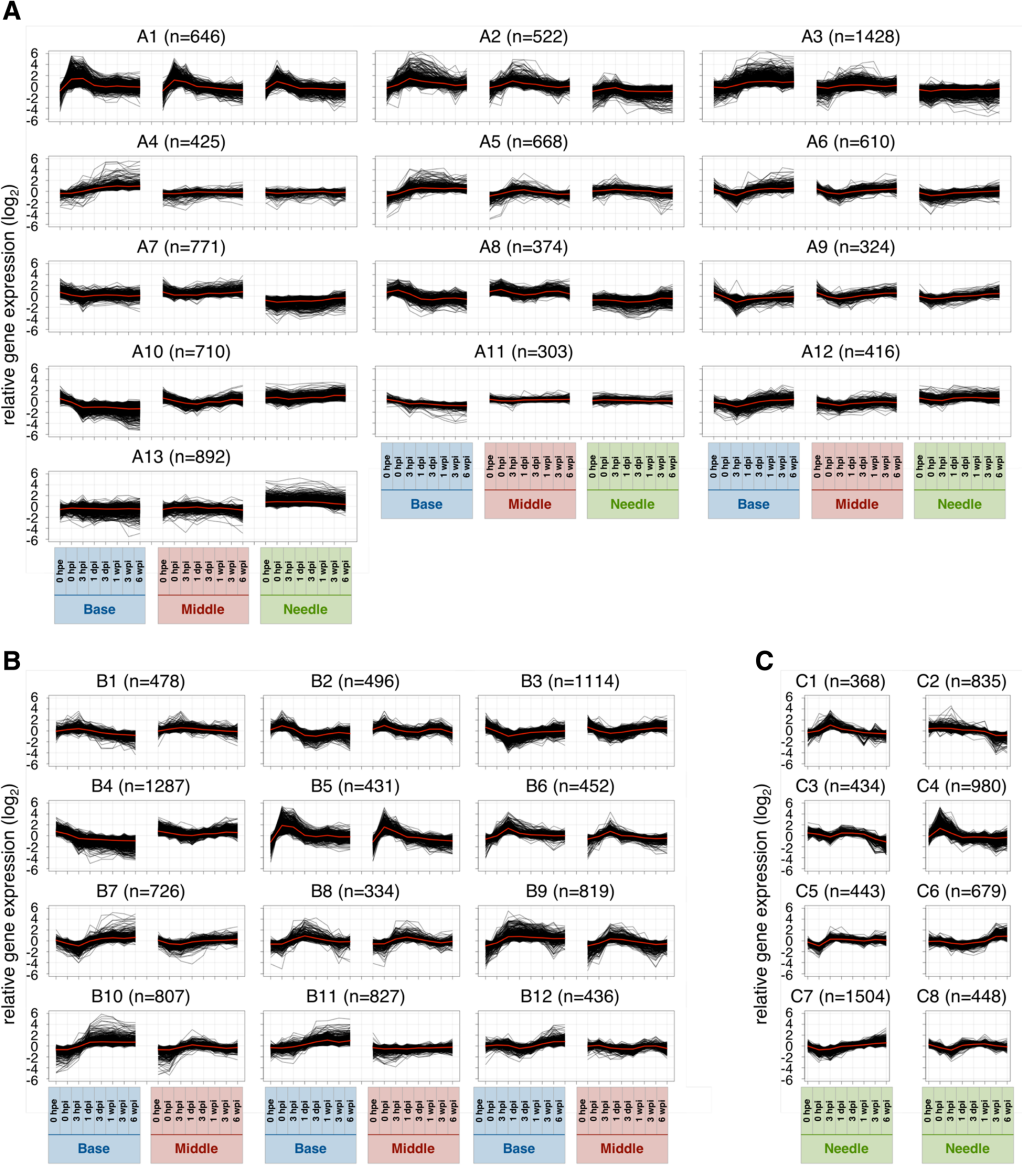
Expression profiles of major clusters. Expression levels of transcripts that varied for at least one sample group were categorized into (**a**) 13 groups in “all”, (**b**) 12 groups in “base and middle” and (**c**) 8 groups in “needles” based on Pearson’s correlations. Red lines indicate the average expression profiles of each cluster. Abbreviations for time points are as described in the Methods

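Of cluster A1, 646 targets are listed in Table S2. The median of their centred values rose at the base from -0.64 ± 0.22 (SD, n = 3) at 0 hpe to 1.03 ± 0.14 at 0 hpi and 1.29 ± 0.12 at 3 hpi, and was 0.16 ± 0.091 at 1 dpi. In the middle it rose from -0.61 ± 0.20 to 0.90 ± 0.27 at 0 hpi and was 0.69 ± 0.45 at 3 hpi. In needles it rose from -0.27 ± 0.0093 to 0.69 ± 0.20 and was 0.28 ± 0.15 at 3 hpi. The rises from 0 hpe to 0 hpi were larger than the spread between replicates in every part.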

Cluster A1 showed a commonly marked peak at 0 hpi and was the most enriched in genes related to defense response (Fig. 6a and Additional file 6: Table S3A), suggesting that wound signals due to excision are transmitted to the whole plant body and induce immediate transcriptional responses. Clusters A3, A7, and A13 had differing gene expression patterns between needles and the other two parts. However, clusters A7 and A13 maintained the initial difference, whereas cluster A3 increased after excision in the base and the middle but changed little in needles. Hence, clusters A7 and A13 likely reflected original differences in biogenic roles and cluster A3 is relatively important for adventitious root formation. 

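The available copy of Table S2 lists 830 targets of cluster A3 and breaks off there, so the values hold for these targets only. The members of clusters A7 and A13 are not in that copy. The median centred value of the listed A3 targets was 0.017 ± 0.19 at 0 hpe, -0.24 ± 0.041 at 0 hpi, 0.56 ± 0.23 at 1 dpi and 0.66 ± 0.16 at 6 wpi at the base (SD, n = 3). In the middle it was 0.0066 ± 0.16 at 0 hpe, -0.26 ± 0.031 at 0 hpi, 0.14 ± 0.04 at 1 dpi and 0.18 ± 0.17 at 6 wpi. In needles it was -0.41 ± 0.025 at 0 hpe, -0.73 ± 0.28 at 0 hpi, -0.38 ± 0.055 at 1 dpi and -0.24 ± 0.035 at 6 wpi.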

Cluster A3 was enriched in genes related to mRNA processing (GO:0006397), transcription, DNA-templated (GO:0006351), rRNA processing (GO:0006364), embryo sac development (GO:0009553), regulation of transcription, DNA-templated (GO:0006355), negative regulation of transcription, DNA-templated (GO:0045892), RNA splicing (GO:0008380), and RNA secondary structure unwinding (GO:0010501; Additional file 6: Table S3A), suggesting that biological changes are more notable in the base and the middle. Cluster A7 was more highly expressed in the base and the middle than in needles at all time points, and was enriched in genes related to signal transduction (GO:0007165), defense response (GO:0006952), protein retention in Golgi apparatus (GO:0045053), reciprocal meiotic recombination (GO:0007131), and response to auxin (GO:0009733; Additional file 6: Table S3A). Cluster A13 was expressed at lower levels in the base and the middle than in needles at all time points, was enriched in genes related to translation (GO:0006412), fatty acid biosynthetic process (GO:0006633), cell wall organization (GO:0071555), cell redox homeostasis (GO:0045454), ribosome biogenesis (GO:0042254), ATP synthesis coupled proton transport (GO:0015986), glycerol ether metabolic process (GO:0006662), sulfate assimilation (GO:0000103), transport (GO:0006810), and cellular response to oxidative stress (GO:0034599; Additional file 6: Table S3A). Clusters A4 and A10 differed significantly between the base and the middle of the cuttings. Specifically, cluster A4 was gradually up-regulated only at the base, and was enriched in genes related to vegetative to reproductive phase transition of meristem (GO:0010228), leaf senescence (GO:0010150), and ethylene biosynthetic process (GO:0009693; Additional file 6: Table S3A). 

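The targets of clusters A4 and A10 are not in the available copy of Table S2, so the largest differences over list 1 are given. At 6 wpi, 1828 of the targets called between base and middle had arrays that did not overlap (10% by chance for any target, called or not). Of these, reCj31851 was 3.83 ± 0.43 (SD, n = 3) at the base and -3.55 ± 1.53 (SD, n = 3) in the middle, the largest rise, with a log2 difference of 7.38 (standard error 1.15, adjusted p = 7.76e-06). Its best Arabidopsis hit had an E value of 2.91, so it has no usable annotation. For reCj23402, without annotation, the difference was 6.03 (standard error 1.28, adjusted p = 0.000316). The largest falls were in 2 targets with photosynthesis-related hits. FED A (reCj28559, a ferredoxin-like protein) was -1.96 ± 1.09 (SD, n = 3) at the base and 4.30 ± 1.44 (SD, n = 3) in the middle, a difference of -6.27 (standard error 0.50, adjusted p = 1.89e-10). FBA1 (reCj07033, fructose-bisphosphate aldolase 1) was -0.95 ± 1.01 (SD, n = 3) and 5.02 ± 1.74 (SD, n = 3), a difference of -5.97 (standard error 0.63, adjusted p = 4.09e-08).
Against 0 hpe, 2641 targets were called at the base at 6 wpi (1613 higher and 1028 lower) and 178 in the middle (130 higher and 48 lower). Base 0 hpe and base 6 wpi arrays lay on different slides, and with the slide as a fixed block 346 targets were called for base 6 wpi against 0 hpe. That fit held the base arrays only, so fewer arrays estimated the spread. The lower count cannot be put down to the slide alone. The count in the middle was 61 without middle 6 wpi replicate 2 and 354 without middle 6 wpi replicate 3. The largest rises at the base were in reCj15810 (NAD(P)-binding Rossmann-fold protein), 9.14 (standard error 1.47, adjusted p = 6.87e-06), and in reCj32787, 8.20 (standard error 1.70, adjusted p = 0.000165), whose hit had an E value of 0.0161. For reCj32787, base 6 wpi against 0 hpe was not called with the slide as a fixed block (7.85). The largest falls were in FBA1, -6.62 (standard error 0.63, adjusted p = 1.98e-09), and in PSAL (reCj29478, photosystem I subunit l), -6.27 (standard error 0.65, adjusted p = 9.47e-09). In these 4 targets the arrays were apart.

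**Figure D2:**
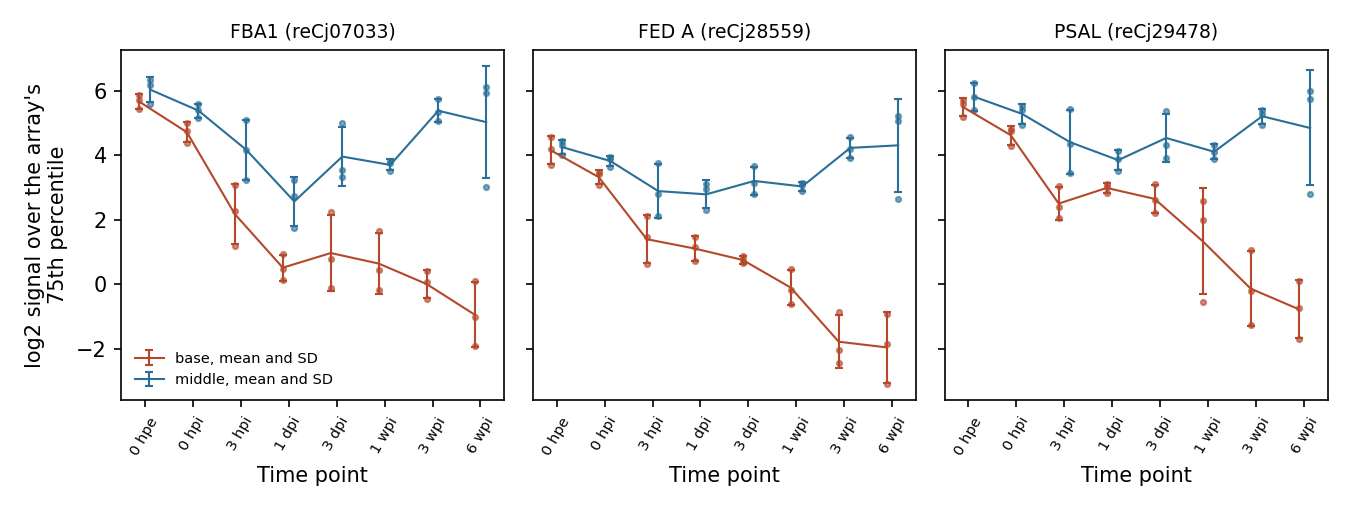
Log2 signal over the array's 75th percentile (y axis) of FBA1, FED A and PSAL at each time point (x axis) at the base and in the middle, with points for the 3 arrays, lines through the means and bars for the SD. At 6 wpi every base array of FBA1 and FED A lies below every middle array.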

Cluster A10 was gradually down-regulated only at the base, and was more enriched in genes related to photosynthesis (GO:0015979), oxidation-reduction process (GO:0055114), chlorophyll biosynthetic process (GO:0015995), thylakoid membrane organization (GO:0010027), chloroplast organization (GO:0009658), and protein-chromophore linkage (GO:0018298; Additional file 6: Table S3A). The genes included in these terms are likely responsible for adventitious roots being formed from the base only.

**Fig. 6:**
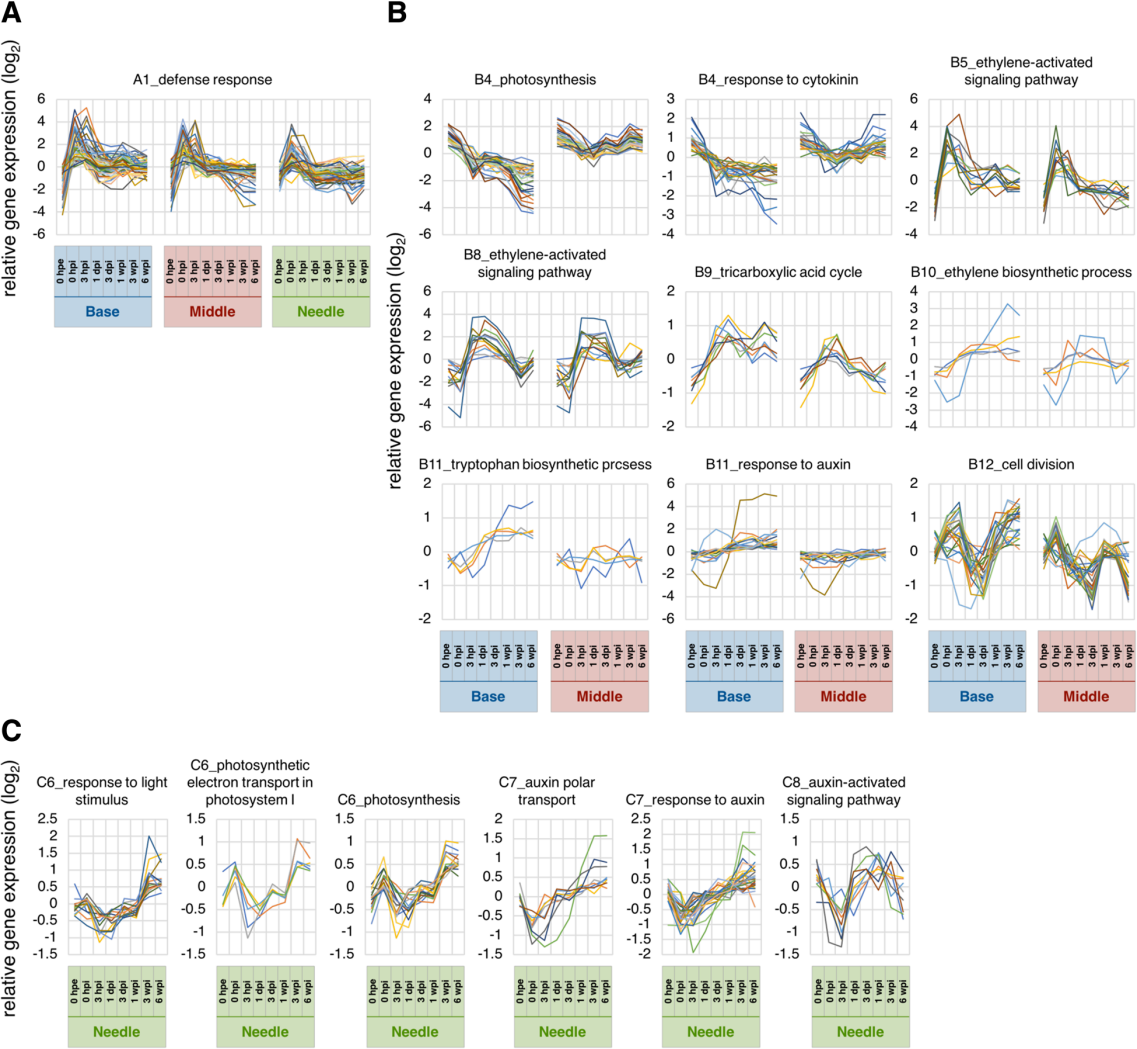
Expression profiles of specific terms in major clusters. Line graphs show expression levels of specific terms in major clusters for (**a**) “all”, (**b**) “base and middle” and (**c**) “needles”. Abbreviations for time points are as described in the Methods

### Gene expression profiles in the base and the middle of cuttings during adventitious root formation

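Over the 9592 targets, the group means of base and middle correlated with r = 0.993 at 0 hpe, across genes, which are not independent replicates. The r was 0.947 at 3 hpi, 0.841 at 1 wpi and 0.813 at 6 wpi. The root mean square log2 difference between the means of base and middle was 0.21 at 0 hpe. Between single replicate arrays it was 0.85 at the base and 0.78 in the middle at that time. Means of 3 arrays differ less by chance than single arrays, and the pairing given below lowers the first value too. The values at 0 hpe are therefore no test of likeness. At 6 wpi the difference between the means was 1.00, against 0.64 and 0.77 between single replicate arrays. At 0 hpe, the deviations of same-numbered base and middle arrays from their group means correlated across genes with r = 0.944, 0.748 and 0.947, while arrays of different numbers correlated with r of at most -0.115. None of these 3 pairs shared a slide.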

PCA and hierarchical clustering demonstrated remarkable similarities of global gene expression in the base and the middle at 0 hpe (Figs. 3b and 4b). After excision, gene expression levels in both the base and the middle initially showed more dependent on principal component 1 (PC1, 43.2%) and dependence on principal component 2 (PC2, 25.3%) decreased substantially before recovering after 3 hpi; however, the dependence on PC1 continued to increase for the base but decreased for the middle, thus tending to more closely resemble original dependences. 

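Single arrays were projected on the PCA of the group means (mean ± SD, n = 3). On PC1 the base moved from -59.5 ± 6.24 at 0 hpe to 31.9 ± 20.4 at 3 hpi, 50.1 ± 16.9 at 1 dpi and 46.6 ± 9.88 at 6 wpi. The middle moved from -60.9 ± 6.50 at 0 hpe to 4.07 ± 14.9 at 3 hpi and 6.42 ± 8.00 at 1 dpi, and was -42.0 ± 14.1 at 3 wpi and -32.7 ± 39.0 at 6 wpi. The last group was spread by 1 array: middle 6 wpi replicate 2 lay at 10.9, and replicates 1 and 3 at -45.1 and -63.9. On PC2 the base was 23.4 ± 19.5 at 0 hpe, -67.6 ± 4.02 at 3 hpi and 31.3 ± 4.23 at 6 wpi, and the middle 22.6 ± 18.1, -42.6 ± 26.6 and 27.9 ± 5.30.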

A total of 68.5% of transcriptome alterations in these two parts were represented by PC1 and PC2, and PC1 seemed to represent differences between the base and the middle. 

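In the PCA of the 16 group means of base and middle, PC1 held 42.5 ± 3.86% and PC2 26.4 ± 3.88% of the variance of the 7639 varying targets, and both together 68.8 ± 1.63% (SD over PCAs of each replicate number, n = 3). The share of PC1 moved most in a PCA of single arrays, which gave 36.0% as the PC1 share in base and middle.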

The top 100 genes with the largest PC1 coefficients and described with their annotations in Additional file 7, and corresponding expression patterns are illustrated in Fig. 7. These genes could be divided into two major expression patterns. One was genes induced after excision that were maintained at the base but not in the middle, and the other was genes repressed after excision that were maintained at the base but not in the middle (Fig. 7). 

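Of the 100 targets of Table S4, 65 were on list 1 of base and middle, and all 65 were among the 100 targets with the largest PC1 coefficients found here, with the same sign. The paper's list was chosen on these arrays and is not independent evidence. The 64 targets with a positive coefficient had a median centred value at the base of -3.13 ± 0.40 at 0 hpe (SD, n = 3), 1.10 ± 0.76 at 3 hpi and 1.93 ± 0.72 at 6 wpi. In the middle it was -3.06 ± 0.26, 0.39 ± 0.37 and -0.96 ± 2.60. At 6 wpi against 0 hpe, 63 of the 64 were called higher at the base and 13 in the middle, and for 15 the change itself differed between the parts. The 36 targets with a negative coefficient had medians of 2.15 ± 0.41, -0.97 ± 0.82 and -2.81 ± 0.53 at the base and 2.43 ± 0.39, 0.65 ± 0.85 and 1.61 ± 1.55 in the middle. All 36 were called lower at the base at 6 wpi and 0 in the middle, with limma, and the change differed between the parts for 32. These calls were made on the list of positive and significant spots (all 100 targets), which was chosen after the values were seen.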

The former was enriched in genes related to oxidation-reduction process (GO:0055114), flavonoid biosynthetic process (GO:0009813), and metabolic process (GO:0008152), and the latter was enriched in genes related to photosynthesis (GO:0015979) and response to light stimulus (GO:0009416; Additional file 8: Table S5). These results indicate that the base and the middle of cuttings were originally equivalent organs and diverged into distinct organs due to physical and physiological stimuli such as excision and insertion. Additionally, twelve major clusters were identified based on hierarchical clustering (Figs. 4b and 5b and Additional file 5: Table S2B). 

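Whether base and middle changed differently from 0 hpe was tested as the change at the base minus the change in the middle. With limma, 0 of 9592 targets were called at 0 hpi, where 68 had an unadjusted p below 0.05. There were 19 calls at 3 hpi, 4 at 1 dpi, 197 at 3 dpi, 889 at 1 wpi, 1341 at 3 wpi and 1510 at 6 wpi (785 with a higher and 725 with a lower change at the base). In a fit of only the arrays compared, base change minus middle change from 0 hpe to 6 wpi was called for 440 targets, and without the filter for 4151 of 19304 targets. The numbers pair base and middle at 0 hpe, which enters every change. In a further fit, each replicate number at each time point was a block, as if it paired base and middle at all times. With that block, 109 targets were called for base change minus middle change from 0 hpe to 3 hpi and 60 for base change minus middle change from 0 hpe to 1 dpi. It called 592 for base change minus middle change from 0 hpe to 3 dpi, 1386 for base change minus middle change from 0 hpe to 1 wpi and 1899 for base change minus middle change from 0 hpe to 6 wpi. Single arrays decided several counts. At 3 hpi the count was 1 without middle 3 hpi replicate 2 and 320 without middle 3 hpi replicate 1. At 1 dpi it was 269 without base 1 dpi replicate 1, and at 3 dpi 37 without middle 3 dpi replicate 3 and 396 without base 0 hpe replicate 3. At 1 wpi it was 341 without base 1 wpi replicate 3, at 3 wpi 826 without base 0 hpe replicate 2, and at 6 wpi 924 without middle 6 wpi replicate 3.
The 4 targets at 1 dpi were singled out after their values were seen. They were reCj00014, 1.40 (standard error 0.25, adjusted p = 0.0178), reCj15026, -1.34 (standard error 0.25, adjusted p = 0.0343), reCj17945 (GIGANTEA), -1.56 (standard error 0.31, adjusted p = 0.0388), and reCj31028, -2.07 (standard error 0.42, adjusted p = 0.0396), the last with a hit of E value 0.472. None of these calls held throughout. For reCj00014, base change minus middle change from 0 hpe to 1 dpi was not called without any single one of base 0 hpe replicate 3, base 1 dpi replicate 2, middle 0 hpe replicate 2 and middle 1 dpi replicate 2 (from 1.20 to 1.39). For reCj15026, base change minus middle change from 0 hpe to 1 dpi was not called without any single one of base 0 hpe replicates 2 and 3, base 1 dpi replicates 2 and 3, middle 0 hpe replicates 2 and 3 and middle 1 dpi replicates 1, 2 and 3 (from -1.43 to -1.13), under normexp background correction (-0.99) or under quantile normalization (-1.25). For reCj17945, base change minus middle change from 0 hpe to 1 dpi was not called without any single one of base 0 hpe replicates 2 and 3, base 1 dpi replicates 2 and 3, middle 0 hpe replicates 2 and 3 and middle 1 dpi replicates 1, 2 and 3 (from -1.70 to -1.43). For reCj31028, base change minus middle change from 0 hpe to 1 dpi was not called without any single one of base 0 hpe replicates 2 and 3, base 1 dpi replicates 2 and 3, middle 0 hpe replicates 1, 2 and 3 and middle 1 dpi replicates 1 and 2 (from -2.24 to -1.76).
At 6 wpi, calls were ranked only where the changes of same-numbered arrays did not overlap between the parts. The numbers do not pair time points, so larger called differences may lie outside this choice. The largest differences in change within it were in reCj31851, 7.18 (standard error 1.62, adjusted p = 0.0028), and ATLP-1 (reCj30314, a thaumatin-like protein), 6.04 (standard error 1.75, adjusted p = 0.0136). In the other direction they were in FED A, -6.17 (standard error 0.71, adjusted p = 2.8e-06), and FBA1, -5.61 (standard error 0.90, adjusted p = 0.000201). That of reCj31851 came from a fall in the middle, from 2.78 ± 2.49 (SD, n = 3) to -3.55 ± 1.53, with 2.98 ± 1.89 and 3.83 ± 0.43 at the base. For reCj30314, base change minus middle change from 0 hpe to 6 wpi was not called without middle 6 wpi replicate 3 (4.84). After its PCA and the genes with the largest PC1 coefficients with their terms, the paper states that base and middle were equivalent organs at first and became distinct through stimuli such as excision and insertion.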

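The available copy of Table S2 lists clusters B1 and B2 in full and 1025 targets of B3, where it breaks off. Medians of centred values are given (SD, n = 3). Cluster B1 (478 targets) was -0.026 ± 0.19 at 0 hpe, 0.29 ± 0.25 at 3 hpi, -0.48 ± 0.037 at 1 wpi and -0.63 ± 0.012 at 6 wpi at the base and -0.013 ± 0.18 at 0 hpe, 0.47 ± 0.18 at 3 hpi, 0.12 ± 0.037 at 1 wpi and -0.062 ± 0.06 at 6 wpi in the middle. Cluster B2 (496 targets) was 0.24 ± 0.54 at 0 hpe, 0.85 ± 0.078 at 0 hpi, -0.71 ± 0.18 at 1 dpi and -0.37 ± 0.32 at 6 wpi at the base and 0.27 ± 0.52 at 0 hpe, 0.94 ± 0.026 at 0 hpi, -0.13 ± 0.22 at 1 dpi and -0.28 ± 0.57 at 6 wpi in the middle. The listed part of B3 was 0.59 ± 0.26 at 0 hpe, -0.80 ± 0.18 at 3 hpi and 0.007 ± 0.063 at 6 wpi at the base and 0.60 ± 0.26 at 0 hpe, -0.37 ± 0.36 at 3 hpi and 0.50 ± 0.24 at 6 wpi in the middle.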

Annotations of genes in these clusters are listed in Additional file 5 and the results of corresponding GO enrichment analyses are presented in Additional file 6. Clusters B4, B11, and B12 showed different expression patterns between the base and the middle. Cluster B4 was enriched in genes related to photosynthesis (GO:0015979) and oxidation-reduction process (GO:0055114), cluster B11 was enriched in genes related to regulation of transcription, DNA-templated (GO:0006355), and cluster B12 was enriched in genes related to microtubule-based movement (GO:0007018), DNA replication (GO:0006260), cell division (GO:0051301), DNA recombination (GO:0006310), mitotic chromosome condensation (GO:0007076), cell cycle (GO:0007049), DNA replication initiation (GO:0006270), mitotic nuclear division (GO:0000278), and regulation of cell cycle (GO:0051726; Additional file 6: Table S3B). Considering that these two parts developed morphological differences, genes related to these terms may have more important roles in adventitious root formation. Moreover, adventitious root formation involves the construction and development of new root primordia from differentiated cells, and thus cell division is indispensable for this process. Previous studies also confirmed altered expression of genes involved in processes such as cell division genes in the rooting zones during adventitious root formation in *P. hybrida* [20] and *P. contorta* [29], and predominantly agree with the present data.

**Fig. 7:**
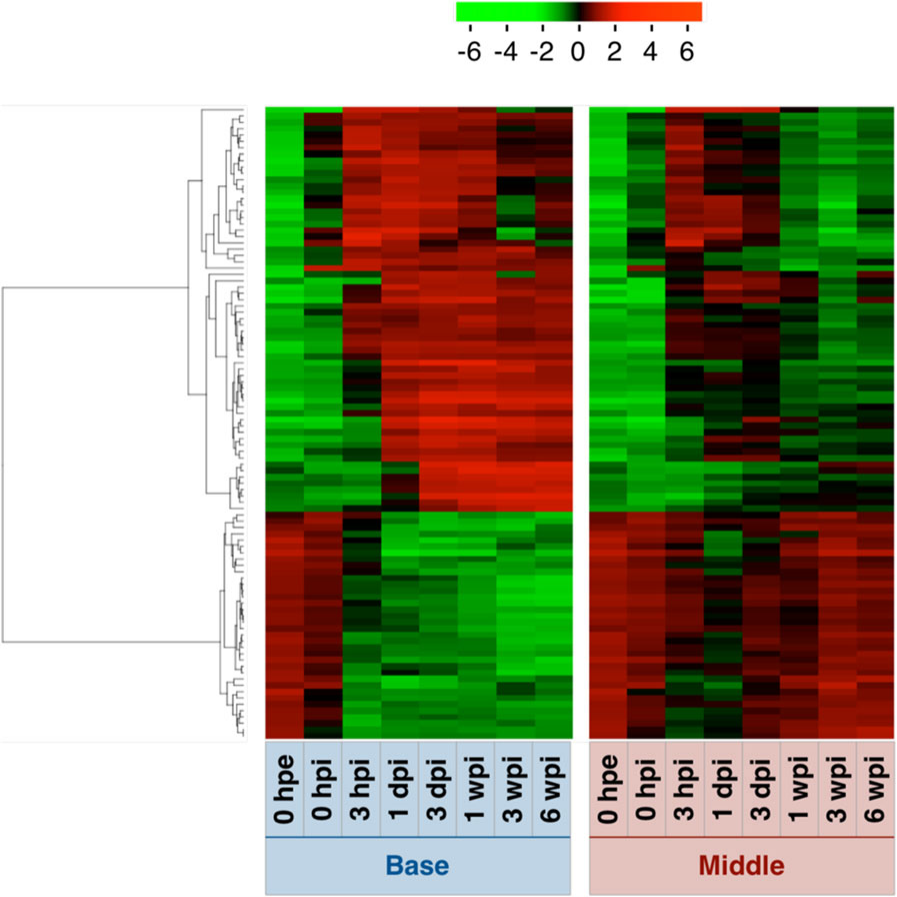
Heatmap of expression of the top 100 genes with the largest PC1. Abbreviations for time points are as described in the Methods

### Temporal changes in gene expression at the base of cuttings during adventitious root formation

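At 3 hpi, 174 targets were called higher and 301 lower at the base than in the middle, and the arrays of both parts did not overlap for 352 of them (10% by chance for any target, called or not). The largest rises among these were in reCj23542 (matrixin family), 2.55 (standard error 0.74, adjusted p = 0.0225), and reCj16435, 2.50 (standard error 0.45, adjusted p = 0.000659), whose hit had an E value of 0.181. For reCj23542, base against middle at 3 hpi was not called without base 3 hpi replicate 2 (2.29), middle 3 hpi replicate 2 (2.34) or middle 3 hpi replicate 3 (2.09). The largest falls were in reCj24218 (GRAS family), -3.34 (standard error 0.68, adjusted p = 0.00189), and reCj24615, without annotation, -3.19 (standard error 0.35, adjusted p = 4.98e-07). In a fit of only the arrays compared, limma called 0 targets for base against middle at 3 hpi, and in the fit of all arrays 2634 targets had an unadjusted p below 0.05.
From one time point to the next at the base, 1073 targets were called at 0 hpi, 1672 at 3 hpi, 1566 at 1 dpi, 59 at 3 dpi, 1 at 1 wpi, 150 at 3 wpi and 7 at 6 wpi. With the slide as a fixed block the counts by limma were lower: 935 for base 0 hpi against 0 hpe, 617 for base 3 hpi against 0 hpi, 1302 for base 1 dpi against 3 hpi, 20 for base 3 dpi against 1 dpi, 0 for base 1 wpi against 3 dpi, 0 for base 3 wpi against 1 wpi and 1 for base 6 wpi against 3 wpi. The calls at 3 wpi were thus lost in the fit with that block, which also left out the middle arrays. The loss cannot be put down to the slide alone. Without that block, at an unadjusted p below 0.05, 884 targets passed at 1 wpi, 2005 at 3 wpi and 729 at 6 wpi. Single arrays moved most of these counts. The step to 0 hpi gave 1909 calls without base 0 hpe replicate 3, and that to 3 dpi 21 without base 3 dpi replicate 1. The step to 1 wpi gave 0 without base 3 dpi replicate 2 and 52 without base 3 dpi replicate 3. That to 3 wpi gave 33 without base 1 wpi replicate 2 and 295 without base 1 wpi replicate 1, and that to 6 wpi 1 without base 6 wpi replicate 2 and 16 without base 3 wpi replicate 1. The target called at 1 wpi was reCj23174, without annotation and singled out after its values were seen, at 5.26 ± 0.84 (SD, n = 3) against 1.51 ± 2.06 (SD, n = 3) at 3 dpi, 3.74 (standard error 0.69, adjusted p = 0.0437, arrays apart). For reCj23174, base 1 wpi against 3 dpi was not called without base 3 dpi replicate 2 (3.60), base 1 wpi replicate 1 (3.74) or base 1 wpi replicate 3 (3.33), under normexp background correction (3.47), under quantile normalization (3.44) or with the slide as a fixed block (4.51).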

Gene expression profiles at the base, which is the rooting zone, were distinguished from those in the middle at 3 hpi, although changed relatively little after 3 dpi (Fig. 3b), suggesting that the transcriptional conditions for adventitious root formation had been established. It is widely recognized that adventitious root formation is histologically categorized into induction, initiation, and extension phases [40]. Satoo [28] reported that the initiation of root primordia formation, which seemed to represent the transition from induction to initiation phases, occurred at 18 dpi and adventitious roots emerged from the cortex at 40 dpi in *C. japonica*. Because adventitious roots emerged at 35 dpi in the present study, histological change of our samples likely occurred around 18 dpi. Thus, our results indicated a large time between the establishment of stable gene expression toward adventitious root formation and the ensuing histological traits. These results also indicate that more important gene expression changes occur during the induction phase, and that the major turning point in adventitious root formation occurs long before adventitious root emergence in *C. japonica*.

### Gene expression patterns in needles during adventitious root formation

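In needles, cluster C1 (368 targets, listed in full) rose from -0.17 ± 0.016 (median centred value, SD, n = 3) at 0 hpe to 0.84 ± 0.23 at 3 hpi. It was 0.25 ± 0.12 at 1 dpi and -0.41 ± 0.083 at 6 wpi. Members of clusters C5 to C8 are not in the available copy of Table S2.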

The present hierarchical clustering analyses generated eight major clusters (Figs. 4c and 5c and Additional file 5: Table S2C), and the included genes are annotated in Additional file 5 and the results of GO enrichment analyses of each cluster are presented in Additional file 6. PCA showed that transcriptome changes in needles occurred in three phases except for 0 hpe (Fig. 3C). Global gene expression in needles altered significantly at 0 and 3 hpi, and then return to the level close to 0 hpe. 

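Against 0 hpe, 1222 of 12523 targets were called in needles at 0 hpi (679 higher and 543 lower), 1151 at 3 hpi (546 and 605) and 472 at 1 dpi (211 and 261). The count for needles 0 hpi against 0 hpe moved most with no limit on the log2 difference, to 3345. In a fit of only the arrays compared, needles 3 hpi against 0 hpe gave 286 calls. At 1 dpi, 287 targets were called without needles 1 dpi replicate 2. Among the calls at 0 hpi without overlap between arrays, the largest rises were in reCj26235, without annotation, 5.78 (standard error 0.41, adjusted p = 6.24e-09), and AMT2 (reCj22883, ammonium transporter 2), 5.60 (standard error 0.49, adjusted p = 1.06e-07). The largest falls were in reCj26268, -3.36 (standard error 0.54, adjusted p = 0.00015), and reCj23448, -3.01 (standard error 0.58, adjusted p = 0.000797), both without annotation.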

We assumed that these changes represented responses to excision and corresponding restoration because cluster C4, which peaked at 0 hpi, was most enriched in genes involved in defense responses (GO:0006952; Additional file 6: Table S3C). 

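The available copy of Table S2 lists 80 targets of cluster C4. Their median centred value was -0.34 ± 0.027 at 0 hpe, 1.17 ± 0.20 at 0 hpi, 0.30 ± 0.25 at 3 hpi and -0.28 ± 0.045 at 1 dpi (SD, n = 3), a rise at 0 hpi larger than the spread between replicates.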

Global gene expression from 1 dpi to 1 wpi changed little and was similar to those at 0 hpe in needles (Figs. 3c and 4c), whereas actively changed at the base (Figs. 3b and 4b). These results suggest that needles of cuttings retain similar functions to those before excision, even following severe event such as excision from a donor tree that immediately reduces water absorption ability. In contrast, characteristic changes of gene expression at 3 and 6 wpi may represent the biological changes in the plant body. Accordingly, clusters C2, C3 and C6 showed characteristic alterations at 3 and 6 wpi (Figs. 4c and 5c). Among these, cluster C2 was repressed after 3 wpi and was more enriched in genes related to translation (GO:0006412), cell division (GO:0051301), cytoplasmic translation (GO:0002181), ribosome biogenesis (GO:0042254), regulation of cell cycle (GO:0051726), and microtubule-based movement (GO:0007018), whereas cluster B3 was also repressed after 3 wpi was enriched in genes related to lipid catabolic process (GO:0016042), wax biosynthetic process (GO:0010025), oxidation-reduction process (GO:0055114), cuticle development (GO:0042335), DNA replication initiation (GO:0006270), and fatty acid biosynthetic process (GO:0006633; Additional file 6: Table S3C). 

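At 3 dpi 181 targets were called in needles against 0 hpe, and at 1 wpi 184. Single arrays moved both counts, to 89 without needles 3 dpi replicate 1 at 3 dpi, and to 72 without needles 1 wpi replicate 1 and 371 without needles 0 hpe replicate 2 at 1 wpi. With the slide as a fixed block, 2 targets were called for needles 1 wpi against 0 hpe. The root mean square log2 distance of the needles from their own mean at 0 hpe was 0.74 at 0 hpi, 0.52 at 1 dpi and 0.44 at 1 wpi. Between single replicate arrays at 0 hpe it was 0.57. Means of 3 arrays differ less by chance than single arrays, so a distance below 0.57 does not show a lack of change. At the base the distance from 0 hpe was 1.26 at 1 dpi and 1.25 at 1 wpi.

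**Figure D3:**
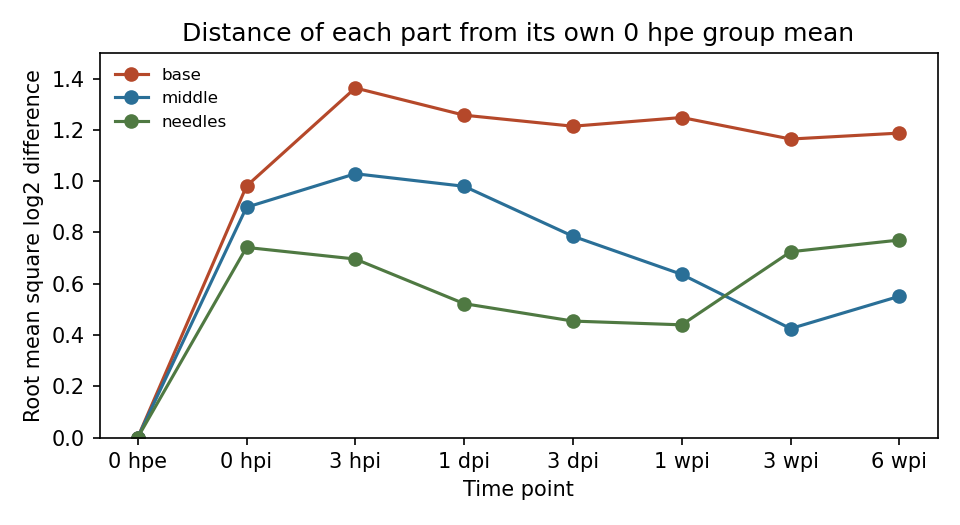
Root mean square log2 difference of the group mean from the same part's mean at 0 hpe (y axis) at each time point (x axis), with 1 line per part. The needles fall to 0.44 at 1 wpi and reach 0.77 at 6 wpi, while the base stays above its value at 0 hpi (0.98) at all later time points.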

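In needles, 1252 targets were called at 3 wpi against 0 hpe (496 higher and 756 lower) and 1624 at 6 wpi (663 and 961). With the slide as a fixed block, limma called 28 for needles 3 wpi against 0 hpe and 366 for needles 6 wpi against 0 hpe. Among the calls at 6 wpi without overlap between arrays, the largest rises were in reCj27153, 4.01 (standard error 0.80, adjusted p = 0.000838), and reCj33090, 3.87 (standard error 0.70, adjusted p = 0.000384), both without annotation. The largest falls were in PKL (reCj10881, a chromatin remodeling factor), -5.16 (standard error 1.40, adjusted p = 0.00743), and reCj33667, without annotation, -4.89 (standard error 0.64, adjusted p = 2.62e-05). For reCj27153, needles 6 wpi against 0 hpe was not called with the slide as a fixed block (3.71). For reCj33090, needles 6 wpi against 0 hpe was not called with the slide as a fixed block (1.68), and for reCj10881, needles 6 wpi against 0 hpe was not called with the slide as a fixed block (-0.48).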

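The median centred value of cluster C2 (835 targets) was 0.31 ± 0.18 at 0 hpe, -0.10 ± 0.14 at 1 wpi, -0.68 ± 0.064 at 3 wpi and -0.67 ± 0.19 at 6 wpi (SD, n = 3). That of cluster C3 (434 targets) was 0.46 ± 0.45 at 0 hpe, 0.25 ± 0.007 at 1 wpi, -0.49 ± 0.12 at 3 wpi and -0.96 ± 0.077 at 6 wpi. The falls from 1 wpi to 3 wpi were larger than the spread between replicates in both clusters.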

Cluster C6 was induced after 3 wpi and was enriched in genes related to oxidation-reduction process (GO:0055114), and photosynthesis (GO:0015979; Additional file 6: Table S3B). The observation that the expression of genes involved in cell division, biosynthetic and catabolic processing of secondary metabolites, and photosynthesis changed markedly at 3 and 6 wpi indicates that needles are likely not completely unrelated to adventitious root formation in *C. japonica*.

### Energy metabolism related genes

Carbohydrates are the principal energy source for living organisms and strongly influence adventitious root formation by providing energy for cell growth [7, 8, 10]. .Previous studies have shown that photosynthesis in leaves is related to adventitious root formation [41, 42], although changes in photosynthetic rates during adventitious root formation differ depending on plant species and the season of excision [17, 43, 44]. In *C. japonica*, photosynthetic rates decreased moderately and were restored after rooting in a growth chamber under fixed conditions [45]. In our analyses, genes related to photosynthesis (GO:0015979) photosynthetic electron transport in photosystem I (GO:0009773), and response to light stimulus (GO:0009416) were enriched in cluster C6 (Fig. 6c, Additional file 6: Table S3C), which was induced after 3 wpi in needles. These data indicate no marked changes in photosynthetic activities throughout the induction phase in *C. japonica*. These results also indicate that carbohydrates are not produced specifically for adventitious root formation, and thus the original photosynthetic activities and carbohydrate contents of cuttings are a more important factor in the induction of adventitious root formation, at least in *C. japonica*. However, characteristic induction of these genes after 3 wpi may represent an influence of carbohydrates on the initiation and extension of adventitious roots, warrant further studies of energy metabolism during adventitious root formation.

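The members of cluster C6 are not in the available copy of Table S2. Photosystem I subunit O (reCj31726), 1 of the targets with qRT-PCR primers, was 6.83 ± 0.10 (SD, n = 3) in needles at 0 hpe. Its log2 difference from 0 hpe was -0.43 (standard error 0.27, adjusted p = 0.263, arrays overlapping) at 3 hpi and -0.038 (standard error 0.27, adjusted p = 0.926, arrays overlapping) at 6 wpi. For reCj31726, needles 6 wpi against 0 hpe had the opposite sign, without a call, without needles 0 hpe replicate 2 (0.017) or needles 6 wpi replicate 1 (0.014), under normexp background correction (0.076) or under quantile normalization (0.38). The lowest value of this difference over all alternatives was -1.01, also without a call.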

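In the base, photosystem I subunit O (reCj31726) was 6.48 ± 0.51 (SD, n = 3) at 0 hpe. It had changed by -3.92 (standard error 0.63, adjusted p = 3.48e-06, arrays apart) at 3 hpi and by -5.63 (standard error 0.63, adjusted p = 3.02e-08, arrays apart) at 6 wpi. In the middle the difference at 6 wpi was -0.56 (standard error 0.63, adjusted p = 0.676, arrays overlapping). It changed sign without middle 6 wpi replicate 2: for reCj31726, middle 6 wpi against 0 hpe was then 0.30, without a call. Base minus middle, this change was -5.07 (standard error 0.89, adjusted p = 0.000352) at 6 wpi.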

Genes related to photosynthesis (GO:0015979, Fig. 6b) and some related terms were enriched in cluster C4 (Additional file 6: Table S3C), and showed a marked gradual decrease in expression over time at the base. Although this decrease may have been caused by insertion of the cutting into soil, similar findings have been obtained in cuttings of other species such as *P. contorta* [29], *Vigna radiata* [46] and, *Dianthus caryophyllus* [47], suggesting that the decline in photosynthetic activity is one of the physiological changes associated with adventitious root formation [9]. Moreover, genes related to tricarboxylic acid cycle (GO:0006099, Fig. 6b), were enriched in cluster B9 (Additional file 6: Table S3B), which was up-regulated until 3 hpi and was then maintained at the same level. Respiration pathways, including the tricarboxylic acid cycle, play central roles in carbon metabolism and bioenergetics in aerobic organisms and are essential for growth, maintenance, and carbon balance of all plant cells [48]. Ahkami et al. [9] revealed changes in the activities of key enzymes and metabolites from the tricarboxylic acid cycle and glycolysis during adventitious root formation, and suggested a relation of respiratory function to adventitious root formation in *P. hybrida*. Our results show decreased expression of photosynthetic genes and increased expression of tricarboxylic acid cycle genes at the base but not in the middle, suggesting a functional transition of the base to a sink organ. Hence, these data confirm that adventitious root formation is an energy-requiring process.

### Plant hormonal metabolism related genes

Herein, we provide transcriptomic evidence of plant hormonal metabolism during adventitious root formation in *C. japonica*. In particular, genes related to tryptophan biosynthetic process (GO:0000162, Fig. 6b) and response to auxin (GO:0009733, Fig. 6b) were enriched in cluster B11, which showed gradual increases in expression over time at the base (Additional file 6: Table S3B). Genes related to auxin polar transport (GO:0009926, Fig. 6c) and response to auxin (GO:0009733, Fig. 6c) were enriched in cluster C7, which showed gradual increases in expression after 1 dpi. In addition, genes related to the auxin-activated signaling pathway (GO:0009734, Fig. 6c) were enriched in cluster C8, which showed transient decreases in expression at 3 hpi (Additional file 6: Table S3C). Cluster C7 also included the *ALDEHYDE OXIDASE* gene, which has been strongly associated with auxin biosynthesis [49]. 

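The aldehyde oxidase target reCj18051 was 0.051 ± 0.51 (SD, n = 3) in needles at 0 hpe. Its log2 difference from 0 hpe was 1.10 (standard error 0.29, adjusted p = 0.00876, arrays apart) at 3 wpi and 0.98 (standard error 0.29, adjusted p = 0.0131, arrays apart) at 6 wpi, the latter below the limit of 1. For reCj18051, needles 3 wpi against 0 hpe was not called without needles 0 hpe replicate 3 (0.89) or needles 3 wpi replicate 3 (0.99) or with the slide as a fixed block (0.57). For reCj18051, needles 6 wpi against 0 hpe was called without needles 0 hpe replicate 2 (1.26) or needles 6 wpi replicate 1 (1.10). At the base the difference at 6 wpi was -2.08 (standard error 0.35, adjusted p = 1.22e-05, arrays apart), and the change at the base minus that in the middle was -2.14 (standard error 0.49, adjusted p = 0.00323). For reCj18051, base 6 wpi against 0 hpe was not called with the slide as a fixed block (-2.04).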

Numerous studies have shown that auxin is closely related to the onset of adventitious root formation [2–6]. Furthermore, Garrido et al. [31] showed that auxin which is involved in adventitious root formation is mainly synthesized in leaves prior to transport through the polar auxin transport pathway in *D. caryophyllus*. Herein, eleven homologs of *AUXIN RESPONSE FACTORS* (*ARFs*) were included in list 2′ for “base and middle”, and these had diverse gene expression profiles (Fig. 8). These transcription factors regulate the expression of auxin response genes, such as *AUX/IAA*, *SMALL AUXIN UP RNA* (*SAUR*), and *GRETCHEN HAGEN 3* (*GH3*) by binding auxin response elements in the promoter regions of auxin-inducible genes, and thus function as transcriptional activators and repressors [50]. 

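Table S6 gives 11 ARF targets. The 4 with the largest changes from 0 hpe at the base are described, chosen by that size after the values were seen. The largest change of the other 7 was in reCj18233 (ARF4), which fell by 1.26 at 1 dpi (standard error 0.47, adjusted p = 0.0228, arrays overlapping). ARF2 (reCj18461) was not on list 1 and was tested on the list of positive and significant spots, which was chosen after the values were seen. It fell at 1 wpi by 3.42 at the base (standard error 0.46, adjusted p = 4.75e-07, arrays apart), where 2 of 3 arrays at 1 wpi were well above background, so that the size of the fall is uncertain. It differed by -1.66 (standard error 0.46, adjusted p = 0.0233, arrays apart) in the middle, and its change at 6 wpi differed between the parts by -1.75 (standard error 0.65, adjusted p = 0.0461). For reCj18461, middle 1 wpi against 0 hpe was not called without any single one of middle 0 hpe replicates 1 and 2 and middle 1 wpi replicates 1 and 3 (from -1.73 to -1.42), under quantile normalization (-1.72) or with the slide as a fixed block (-1.53). For reCj18461, base change minus middle change from 0 hpe to 6 wpi was not called without any single one of base 0 hpe replicates 1 and 2, base 6 wpi replicates 1 and 2, middle 0 hpe replicate 3 and middle 6 wpi replicates 1 and 3 (from -1.85 to -1.27), under normexp background correction (-1.35) or under quantile normalization (-2.35). ARF6 (reCj18826) changed by -2.98 (standard error 0.39, adjusted p = 3.28e-07, arrays apart) at the base at 1 wpi, and its change differed from that in the middle by -1.81 (standard error 0.55, adjusted p = 0.029). For reCj18826, base change minus middle change from 0 hpe to 1 wpi was not called without any single one of base 0 hpe replicate 2, base 1 wpi replicates 2 and 3, middle 0 hpe replicate 1 and middle 1 wpi replicates 1 and 2 (from -1.76 to -1.58) or under normexp background correction (-1.18).
2 other ARF2 targets rose at the base. The difference was 1.83 (standard error 0.33, adjusted p = 2.64e-05, arrays apart) for reCj18596 at 6 wpi and 1.41 (standard error 0.25, adjusted p = 2.3e-05, arrays apart) for reCj18260 at 1 wpi. Their changes differed from those in the middle by 1.55 (standard error 0.46, adjusted p = 0.016) and 1.23 (standard error 0.35, adjusted p = 0.023). For reCj18596, base 6 wpi against 0 hpe was not called with the slide as a fixed block (1.95), and for reCj18596, base change minus middle change from 0 hpe to 6 wpi was not called under quantile normalization (1.26). For reCj18260, base change minus middle change from 0 hpe to 1 wpi was not called without base 0 hpe replicate 2 (1.08), base 1 wpi replicate 3 (1.15) or middle 0 hpe replicate 3 (1.05).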

*GH3* genes are reported molecular markers for monitoring changes in auxin concentrations or cellular sensitivity to auxin [51], and Gutierrez et al. [4] showed that these molecules affect adventitious root formation by modulating jasmonic acid homeostasis in *A. thaliana*. Similarly, the auxin efflux carrier encoded by *PIN FORMED* (*PIN*) has known important roles in adventitious root formation [52, 53]. Moreover, one of *GH3* homologs was included in list 2′ for “base and middle”, and showed a highly significant increase in expression after excision, supporting its roles as a candidate gene for adventitious root formation in *C. japonica* (Fig. 8). 

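Table S6 gives 2 GH3 targets. DFL2 (reCj22862) was not on list 1 and was tested on the list of positive and significant spots, chosen after the values were seen. It was -4.71 ± 0.91 (SD, n = 3) at the base at 0 hpe, with 2 of 3 arrays well above background, and 0.23 ± 1.51 (SD, n = 3) at 3 hpi. The difference was 4.94 (standard error 0.77, adjusted p = 2.29e-06, arrays apart) at 3 hpi and 3.19 (standard error 0.77, adjusted p = 0.000854, arrays apart) at 6 wpi. The values at 0 hpe lay near background, so the size of these differences is uncertain. Under normexp background correction, reCj22862, base 3 hpi against 0 hpe was 3.13 and reCj22862, base 6 wpi against 0 hpe was 1.61, both called. In the middle the difference was 3.52 (standard error 0.77, adjusted p = 0.000531, arrays apart) at 3 hpi. The change at the base minus that in the middle was 1.42 (standard error 1.09, adjusted p = 0.666) at 3 hpi and 1.52 (standard error 1.09, adjusted p = 0.308) at 6 wpi, neither called. For reCj22862, base 6 wpi against 0 hpe was not called with the slide as a fixed block (3.91), and for reCj22862, middle 3 hpi against 0 hpe was not called with the slide as a fixed block (2.77). JAR1 (reCj23831) differed by -0.54 (standard error 0.22, adjusted p = 0.0367, arrays overlapping) at 3 hpi at the base, below the limit of 1.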

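Of 2 auxin efflux carrier targets in Table S6, PIN3 (reCj18758) was -0.27 ± 0.98 (SD, n = 3) at 0 hpe at the base and -2.20 ± 1.07 (SD, n = 3) at 3 hpi, a difference of -1.93 (standard error 0.56, adjusted p = 0.00396, arrays apart). At 1 wpi the difference from 0 hpe was 1.54 (standard error 0.56, adjusted p = 0.0201, arrays apart). EIR1 (reCj20172) differed by -1.58 (standard error 0.44, adjusted p = 0.00304, arrays apart) at 3 hpi and by 0.73 (standard error 0.44, adjusted p = 0.161, arrays overlapping) at 1 wpi. In the middle at 3 hpi the differences were -0.74 (standard error 0.56, adjusted p = 0.3, arrays overlapping) and -0.71 (standard error 0.44, adjusted p = 0.199, arrays overlapping). The change at the base minus that in the middle at 3 hpi was -1.20 (standard error 0.79, adjusted p = 0.584) and -0.87 (standard error 0.63, adjusted p = 0.63), neither called. For reCj18758, base 3 hpi against 0 hpe was not called with the slide as a fixed block (-2.66), and for reCj18758, base 1 wpi against 0 hpe was not called without base 0 hpe replicate 1 (1.30), base 0 hpe replicate 2 (1.21) or base 1 wpi replicate 3 (1.36) or with the slide as a fixed block (0.81). For reCj20172, base 3 hpi against 0 hpe was not called with the slide as a fixed block (-1.71), and for reCj20172, base 1 wpi against 0 hpe was called without base 0 hpe replicate 3 (1.13).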

Transcription from the single homolog of the *PIN* gene which was included in list 2′ for “base and middle” was also significantly induced at 3 hpi and increased expression was observed thereafter (Fig. 8). Ahkami et al. [5] revealed that indole-3-acetic acid concentrations in petunia cuttings increases during the first 2 hpe, transiently decrease until 6 hpe and are then reached a maximal at 24 hpe at the base, and maintained an initial level until 48 hpe and continuously increase thereafter in leaves. Although time scales vary between species, our transcriptome data are comparable with these previous biochemical findings, and indicate that auxin plays positive roles in adventitious root formation.

**Fig. 8:**
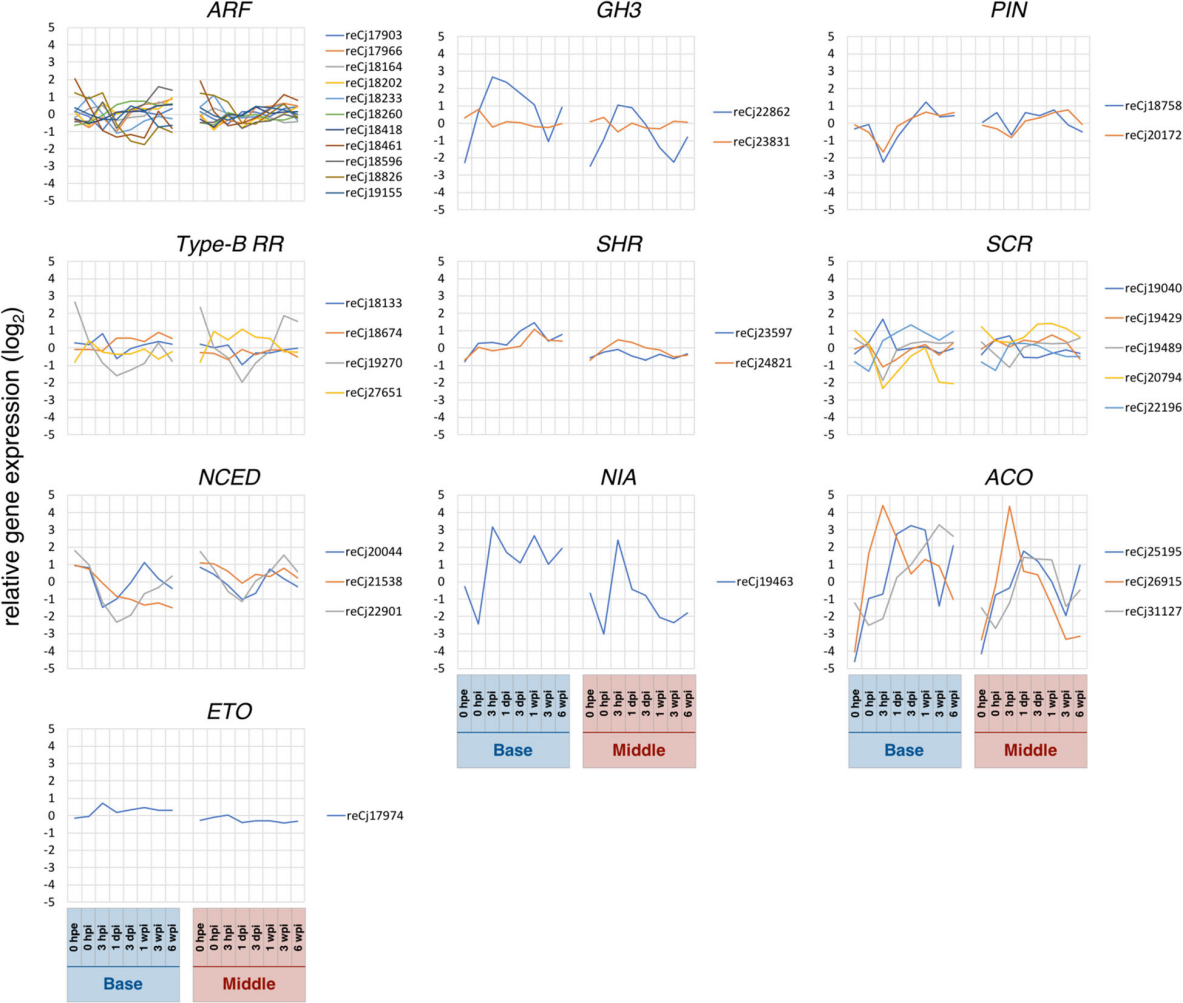
Expression patterns of candidate genes related to adventitious root formation. Abbreviations for time points are as described in the Methods

Cytokinin influences the auxin signaling pathway [54, 55] and inhibits adventitious root formation. Accordingly, Villacorta-Martin et al. [47] showed lower concentrations of the cytokinin *trans*-zeatin in an easy-to-root clone of carnation between 0 and 54 hpi, suggesting that adventitious root formation is related to ratios of auxin and cytokinin. In our hands, genes that are related to response to cytokinin (GO:0009735, Fig. 6b) were enriched in cluster B4 (Additional file 6: Table S3B), and were gradually suppressed over time at the base. In addition, four homologs of *CYTOKININ TYPE-B RESPONSE REGULATOR* (*TYPE-B RR*) were included in list 2′ for “base and middle”. This gene acts as a positive regulator of cytokinin signaling, and thus as a negative regulator of adventitious root formation [56]. 

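The response regulator target reCj19270 (RR2) was 2.01 ± 1.49 (SD, n = 3) at the base at 0 hpe and -2.21 ± 0.66 (SD, n = 3) at 1 dpi, a difference of -4.22 (standard error 0.57, adjusted p = 3.4e-07, arrays apart). In the middle the difference at 1 dpi was -4.32 (standard error 0.57, adjusted p = 8.54e-07, arrays apart). The change at the base minus that in the middle at 1 dpi was 0.10 (standard error 0.80, adjusted p = 0.961), with either sign when single arrays were left out (from -0.74 to 0.84). At 6 wpi the difference from 0 hpe was -3.40 (standard error 0.57, adjusted p = 1.11e-05, arrays apart) at the base and -0.80 (standard error 0.57, adjusted p = 0.466, arrays overlapping) in the middle, and the difference of the changes was -2.60 (standard error 0.80, adjusted p = 0.0189). For reCj19270, base 6 wpi against 0 hpe was not called with the slide as a fixed block (-3.42), and for reCj19270, base change minus middle change from 0 hpe to 6 wpi was not called without any single one of base 0 hpe replicates 1 and 2, middle 0 hpe replicate 3 and middle 6 wpi replicate 3 (from -2.35 to -1.86).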

We show that one of the four homologs (reCj19270) was greatly repressed until 1 dpi (Fig. 8), suggesting that this homolog is related to adventitious root formation in *C. japonica*. Combined with expression data for genes related to response to auxin and response to cytokinin, our transcriptome analyses suggest that the interplay between auxin and cytokinin is important for adventitious root formation in coniferous trees, as shown previously in herbaceous plants [47, 56].

The plant hormone ethylene has also been related to auxin metabolism during adventitious root formation [57, 58], and is reportedly induced by wounding [59, 60]. In contrast to cytokinin, ethylene plays a positive role in negatively regulating the free auxin accumulation, positively regulating auxin transport in roots, and negatively regulating auxin transport in shoots [61]. In this study, expression patterns of genes related to ethylene metabolism were divided into three major clusters; genes related to ethylene-activated signaling pathway (GO:0009873, Fig. 6b) were enriched in cluster B8, those related to ethylene biosynthetic process (GO:0009693, Fig. 6b) were enriched in cluster B10, and those related to ethylene-activated signaling pathway (GO:0009873, Fig. 6b) were enriched in cluster B5 (Additional file 6: Table S3B). The expression levels of these genes were dramatically and characteristically altered at the base during adventitious root formation, and altered in a similar pattern in the middle. In contrast, expression patterns of the ethylene biosynthetic regulatory homologs *ACO* and *ETO* from list 2′ for “base and middle” [62–64] differed between the base and the middle. 

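The ACO target reCj26915 rose at 3 hpi by 8.43 (standard error 1.20, adjusted p = 4.44e-07, arrays apart) at the base and by 7.71 (standard error 1.20, adjusted p = 7.54e-06, arrays apart) in the middle. At 3 wpi the base was 4.25 (standard error 1.20, adjusted p = 0.00425, arrays apart) above the middle. Base minus middle, this change was 4.93 (standard error 1.69, adjusted p = 0.0348) at 3 wpi and 2.83 (standard error 1.69, adjusted p = 0.217) at 6 wpi. For reCj26915, base change minus middle change from 0 hpe to 3 wpi was not called without any single one of base 0 hpe replicates 1 and 3, base 3 wpi replicate 3, middle 0 hpe replicate 3 and middle 3 wpi replicates 2 and 3 (from 4.16 to 4.89) or under normexp background correction (3.74), and for reCj26915, base change minus middle change from 0 hpe to 6 wpi was called without middle 6 wpi replicate 2 (4.59). The ethylene-forming enzyme EFE (reCj25195) rose by 7.36 (standard error 1.02, adjusted p = 5.98e-07, arrays apart) at the base at 1 dpi and was 3.01 (standard error 1.02, adjusted p = 0.0189, arrays apart) above the middle at 1 wpi, while its changes differed by 3.48 (standard error 1.45, adjusted p = 0.0941). For reCj25195, base against middle at 1 wpi was not called without base 1 wpi replicate 2 (2.74), base 1 wpi replicate 3 (2.87) or middle 1 wpi replicate 1 (2.38) or under quantile normalization (2.30), and for reCj25195, base change minus middle change from 0 hpe to 1 wpi was called without base 0 hpe replicate 3 (4.68) or with the replicate as a block (3.48).
The ACO target reCj31127 differed from 0 hpe by 3.85 (standard error 0.82, adjusted p = 0.000212, arrays apart) at the base at 6 wpi, was 4.73 (standard error 0.82, adjusted p = 2.98e-05, arrays apart) above the middle at 3 wpi, and its changes differed by 4.45 (standard error 1.15, adjusted p = 0.00736). For reCj31127, base 6 wpi against 0 hpe was not called with the slide as a fixed block (3.89). The ETO target reCj17974 was 0.70 (standard error 0.17, adjusted p = 0.00723, arrays apart) above the middle at 3 hpi, 0.75 (standard error 0.17, adjusted p = 0.000965, arrays apart) at 1 wpi and 0.64 (standard error 0.17, adjusted p = 0.00257, arrays apart) at 6 wpi, each below the limit of 1. At 0 hpe the difference was 0.11 (standard error 0.17, adjusted p = 1, arrays overlapping), and the change to 6 wpi differed between the parts by 0.53 (standard error 0.24, adjusted p = 0.102).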

Although these gene expression levels at the base suggest relationships with adventitious root formation, further studies are required to reveal their roles and interactions with those in the middle.

### Other candidate genes for adventitious root formation

Functional groups of differentially expressed genes and their related cellular events during adventitious root formation have been reviewed previously [65]. Of these and their families, *SHORT-ROOT* (*SHR*), *SCARECROW* (*SCR*), *TYPE-B RR*, *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE* (*NCED*), *ARF*, *GH3*, *PIN*, *NITRATE REDUCTASE* (*NIA*), *1-AMINOCYCLOPROPANE-1-CARBOXYLATE OXIDASE* (*ACO*), and *ETHYLENE OVERPRODUCER* (*ETO*) were included in the present list 2′ for “base and middle”, and their gene expression patterns and annotations are shown in Fig. 8 and Additional file 9, respectively *SHR* and *SCR* are members of the *GRAS* family and are involved in root stem cell niche specification and asymmetric cell division, and *SHR* activity is necessary for *SCR* expression [66]. Herein, two *SHR* homologs and five *SCR* homologs were included in list 2′ for “base and middle”. Expression of the *SHR* homologs reCj23597 showed significant differences except at 0 hpe between the base and the middle, suggesting roles in adventitious root formation in *C. japonica*. 

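Base minus middle in reCj23597 was -0.23 (standard error 0.37, adjusted p = 1, arrays overlapping) at 0 hpe, 0.49 at 0 hpi, 0.42 at 3 hpi and 0.63 at 1 dpi, with adjusted p of 1, 0.504 and 0.232 and arrays apart at 0 hpi only. It was 1.67 (standard error 0.37, adjusted p = 0.00156, arrays apart) at 3 dpi, 1.83 (standard error 0.37, adjusted p = 0.000365, arrays apart) at 1 wpi, 1.02 (standard error 0.37, adjusted p = 0.0241, arrays apart) at 3 wpi and 1.13 (standard error 0.37, adjusted p = 0.0134, arrays apart) at 6 wpi. For reCj23597, base against middle at 3 wpi was not called without any single one of base 3 wpi replicates 1 and 2 and middle 3 wpi replicates 1 and 2 (from 0.85 to 1.00), under normexp background correction (0.57) or under quantile normalization (0.73). For reCj23597, base against middle at 6 wpi was not called without base 6 wpi replicate 2 (0.74) or middle 6 wpi replicate 2 (0.80), under normexp background correction (0.74) or under quantile normalization (0.41). For reCj23597, base against middle at 0 hpe was 0.085 under normexp background correction.
From 0 hpe, the change of reCj23597 at the base minus that in the middle was 1.90 (standard error 0.53, adjusted p = 0.0448) at 3 dpi, 2.05 (standard error 0.53, adjusted p = 0.0144) at 1 wpi and 1.35 (standard error 0.53, adjusted p = 0.0572) at 6 wpi. For reCj23597, base change minus middle change from 0 hpe to 3 dpi was not called without any single one of base 0 hpe replicates 1 and 2, base 3 dpi replicates 1 and 3, middle 0 hpe replicates 2 and 3 and middle 3 dpi replicates 1, 2 and 3 (from 1.60 to 1.96), under normexp background correction (1.24) or under quantile normalization (1.49). For reCj23597, base change minus middle change from 0 hpe to 1 wpi was not called without base 1 wpi replicate 3 (1.73), and for reCj23597, base change minus middle change from 0 hpe to 6 wpi was called without base 0 hpe replicate 3 (1.48), base 6 wpi replicate 3 (1.59) or middle 0 hpe replicate 1 (1.59). The second SHR target, reCj24821, was not on list 1 and was tested on the list of positive and significant spots, chosen after the values were seen. It was 1.21 (standard error 0.35, adjusted p = 0.00716, arrays overlapping) above the middle at 1 wpi. For reCj24821, base against middle at 1 wpi was not called without base 1 wpi replicate 1 (0.96) or base 1 wpi replicate 3 (0.94) or under quantile normalization (0.93).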

Although alterations in expression levels of *SCR* homologs followed similar patterns in the base and the middle, these were greater at the base.

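The SCR target reCj20794 differed from 0 hpe by -3.34 (standard error 0.44, adjusted p = 1.48e-07, arrays apart) at the base at 3 hpi and by -3.05 (standard error 0.44, adjusted p = 1.72e-06, arrays apart) at 6 wpi. In the middle the differences were -0.91 (standard error 0.44, adjusted p = 0.0972, arrays overlapping) and -0.62 (standard error 0.44, adjusted p = 0.473, arrays overlapping). Base minus middle was -2.65 (standard error 0.44, adjusted p = 0.000278, arrays apart) at 3 hpi and -2.66 (standard error 0.44, adjusted p = 1.99e-05, arrays apart) at 6 wpi. The change at the base minus that in the middle was -2.43 (standard error 0.63, adjusted p = 0.0752) at 3 hpi and -2.44 (standard error 0.63, adjusted p = 0.00673) at 6 wpi. For reCj20794, middle 3 hpi against 0 hpe was called without middle 3 hpi replicate 3 (-1.57), and for reCj20794, base change minus middle change from 0 hpe to 3 hpi was called without middle 3 hpi replicate 1 (-2.99).
Of 2 SCL1 targets, reCj19489 differed from 0 hpe by -2.39 (standard error 0.23, adjusted p = 5.12e-10, arrays apart) at the base and -1.45 (standard error 0.23, adjusted p = 1.14e-05, arrays apart) in the middle at 3 hpi, and reCj19040 by 1.98 (standard error 0.28, adjusted p = 3.36e-07, arrays apart) and 1.07 (standard error 0.28, adjusted p = 0.00232, arrays overlapping). The changes differed between the parts by -0.94 (standard error 0.33, adjusted p = 0.23) and 0.91 (standard error 0.39, adjusted p = 0.35). For reCj19489, base change minus middle change from 0 hpe to 3 hpi was called without middle 3 hpi replicate 1 (-1.19), and for reCj19040, base change minus middle change from 0 hpe to 3 hpi was called without middle 3 hpi replicate 1 (1.35). For reCj19040, middle 3 hpi against 0 hpe was not called without middle 0 hpe replicate 1 (0.83) or middle 3 hpi replicate 1 (0.64), under quantile normalization (0.91) or with the slide as a fixed block (0.98). SCL3 (reCj22196) differed at 3 dpi by 2.11 (standard error 0.45, adjusted p = 0.000254, arrays apart) at the base and 0.95 (standard error 0.45, adjusted p = 0.132, arrays overlapping) in the middle, and its changes differed by 1.16 (standard error 0.64, adjusted p = 0.272). For reCj22196, middle 3 dpi against 0 hpe was called without middle 0 hpe replicate 1 (1.64), and for reCj22196, base change minus middle change from 0 hpe to 3 dpi was called with the replicate as a block (1.16).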

The genes *NCED* encodes an enzyme that catalyzes the degradation of the *cis*-epoxy carotenoids *cis*-neoxanthin and *cis*-violaxanthin to xanthoxin, which is a direct precursor for abscisic acid (ABA) synthesis, and therefore regulate ABA concentration [67, 68]. *NCED* and thus ABA have reported inhibitory roles in adventitious root formation [12]; a tomato mutant with a null mutation in the gene *LeNCED1* formed more adventitious roots than its wild-type counterparts [69], and change in endogenous ABA contents after excision differed markedly between easy- and difficult-to-root clones [70]. Similarly, we observed restored expression of *NCED* homologs at the base after marked decreases following excision. In addition, Abu-Abied et al. [71] showed that the ability to form adventitious roots decreases during the transition from juvenile to mature phase and *NIA* expression and related nitric oxide (NO) synthesis upon excision was greater in juvenile cuttings than in mature cuttings in *Eucalyptus grandis*. 

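NCED5 (reCj20044) differed from 0 hpe by -2.42 (standard error 0.69, adjusted p = 0.00332, arrays overlapping) at the base at 3 hpi, by 0.17 (standard error 0.69, adjusted p = 0.847, arrays overlapping) at 1 wpi and by -1.33 (standard error 0.69, adjusted p = 0.101, arrays overlapping) at 6 wpi. For reCj20044, base 6 wpi against 0 hpe was called without base 0 hpe replicate 3 (-2.40). For reCj20044, base 3 hpi against 0 hpe was not called without base 0 hpe replicate 1 (-1.68) or with the slide as a fixed block (-2.67). For reCj20044, base 1 wpi against 0 hpe changed sign, without a call, without base 0 hpe replicate 3 (-0.90) or base 1 wpi replicate 3 (-0.29) or with the slide as a fixed block (-0.077). NCED4 (reCj22901), tested on the list of positive and significant spots, chosen after the values were seen, differed by -4.14 (standard error 0.53, adjusted p = 1.84e-07, arrays apart) at 1 dpi and by -1.47 (standard error 0.53, adjusted p = 0.0193, arrays apart) at 6 wpi. For reCj22901, base 6 wpi against 0 hpe was not called without base 0 hpe replicate 1 (-1.30) or base 6 wpi replicate 2 (-0.92), and it changed sign, without a call, with the slide as a fixed block (0.72).
CCD1 (reCj21538), given with this family in Table S6, differed by -1.04 (standard error 0.33, adjusted p = 0.00832, arrays apart) at 3 hpi and by -2.47 (standard error 0.33, adjusted p = 4.88e-07, arrays apart) at 6 wpi. Its change at the base minus that in the middle was -1.62 (standard error 0.47, adjusted p = 0.0129) at 6 wpi. For reCj21538, base 3 hpi against 0 hpe was not called without base 0 hpe replicate 3 (-0.96) or base 3 hpi replicate 2 (-0.62), under normexp background correction (-0.89) or with the slide as a fixed block (-1.45). For reCj21538, base 6 wpi against 0 hpe was not called with the slide as a fixed block (-2.78), and for reCj21538, base change minus middle change from 0 hpe to 6 wpi was not called without middle 6 wpi replicate 3 (-1.30).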

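Nitrate reductase NIA1 (reCj19463) was 0.34 ± 0.69 (SD, n = 3) at the base at 0 hpe. It differed from 0 hpe by -2.16 (standard error 0.77, adjusted p = 0.0363, arrays apart) at 0 hpi, by 3.45 (standard error 0.77, adjusted p = 0.000318, arrays apart) at 3 hpi and by 2.20 (standard error 0.77, adjusted p = 0.0162, arrays apart) at 6 wpi. In the middle the differences were 3.05 (standard error 0.77, adjusted p = 0.002, arrays apart) at 3 hpi and -1.14 (standard error 0.77, adjusted p = 0.44, arrays overlapping) at 6 wpi. The change at the base minus that in the middle was 0.39 (standard error 1.09, adjusted p = 0.935) at 3 hpi, 4.36 (standard error 1.09, adjusted p = 0.0127) at 1 wpi and 3.35 (standard error 1.09, adjusted p = 0.0257) at 6 wpi. For reCj19463, base change minus middle change from 0 hpe to 3 hpi was close to 0 with a changed sign without base 3 hpi replicate 2 (-0.027) or middle 0 hpe replicate 1 (-0.016). For reCj19463, base 0 hpi against 0 hpe was not called without any single one of base 0 hpe replicates 1 and 2 and base 0 hpi replicates 1, 2 and 3 (from -2.39 to -1.76) or under normexp background correction (-1.72). For reCj19463, base 6 wpi against 0 hpe was not called without base 0 hpe replicate 2 (1.97) or base 6 wpi replicate 2 (1.98) or with the slide as a fixed block (2.76). For reCj19463, base change minus middle change from 0 hpe to 6 wpi was not called without any single one of base 0 hpe replicate 2, base 6 wpi replicate 2, middle 0 hpe replicate 1 and middle 6 wpi replicates 1 and 3 (from 2.80 to 3.29).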

In the present study, the *NIA* homolog was markedly induced at 3 hpi in the base and the middle, but was maintained at a high level at the base only and returned to original levels in the middle. These data support important roles of *NIA* and thus NO in adventitious root formation.

## Conclusions

In this study, we investigated transcriptome dynamics during adventitious root formation in cuttings of the coniferous species, *C. japonica* (Fig. 9). We then characterized temporal changes in gene expression in whole cuttings and confirmed the expression profiles of genes with reported roles in biological changes in adventitious root formation in various other plant species. Our results indicated transcriptional turning points for adventitious root formation at the base of cuttings. Expression behavior at the base of cuttings of energy and plant hormonal metabolism related genes generally supported previous biochemical and molecular biological observations of herbaceous plants, and comparisons of the expression behavior between the base and the middle of cuttings highlighted the importance of these genes for adventitious root formation. In needles, global gene expression changed in three phases. The expression of genes related to auxin metabolism and photosynthesis in needles indicated that they contributed to adventitious root formation at the base of cuttings. Although further biochemical and physiological research is required, our results offered a transcriptome insight into the function of needles for adventitious root formation in *C. japonica*. The present study represents a useful molecular biological basis for understanding the physiological mechanism of adventitious root formation in coniferous species.

**Fig. 9:**
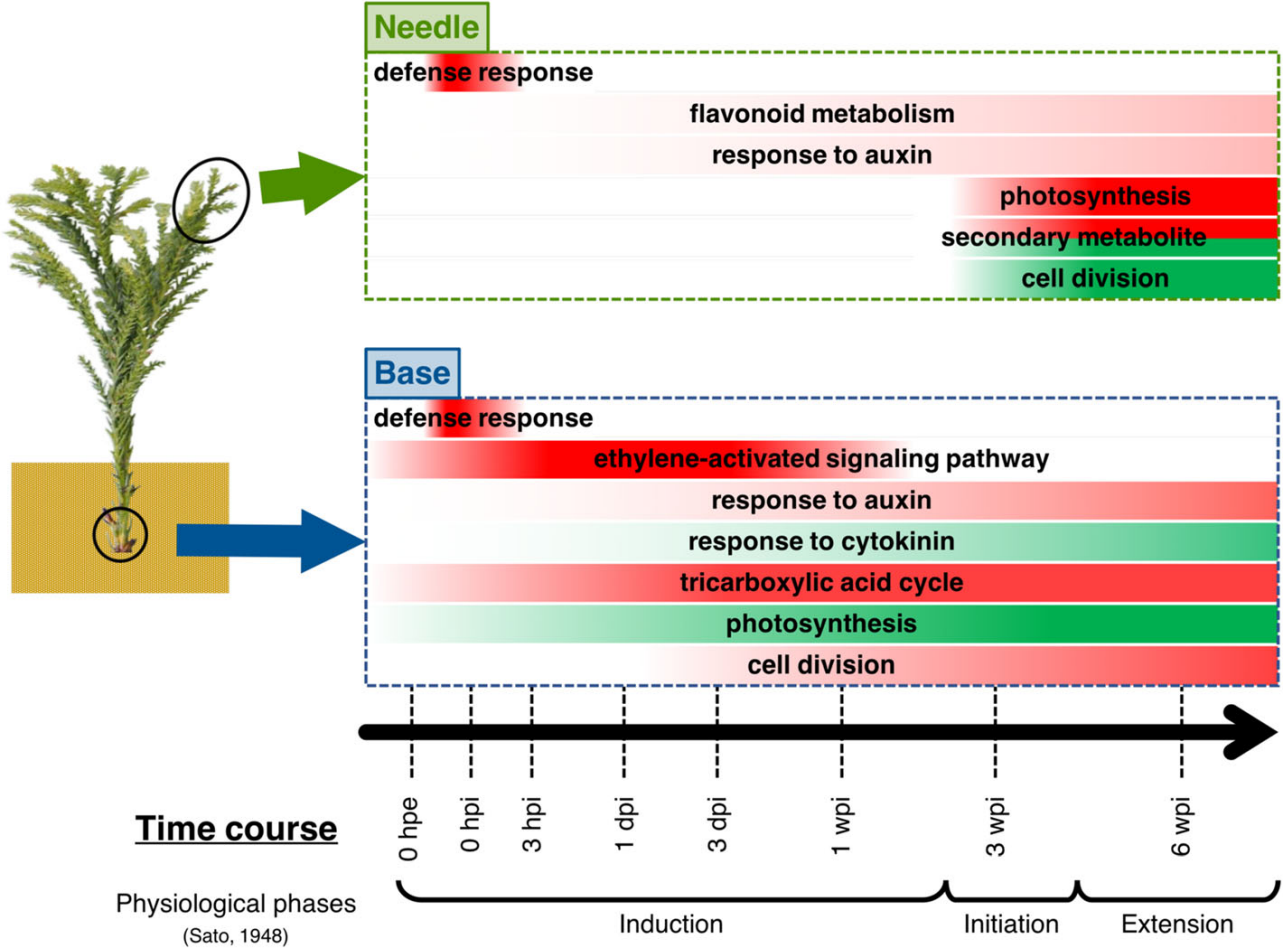
Major trends of gene expression during adventitious root formation in *C. japonica*. Color strengths of red and green indicates up- and down-regulation of gene expression level, respectively

## Additional files

Additional file 1: **Figure S1.** Validation of microarray data by qRT-PCR at the base. Bars represent the means ± standard errors of the means (SE) for three biological replicates.

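Table S1 gives primers for targets that include ERF domain protein 11 (reCj31076). On the arrays it differed from 0 hpe at the base by 6.56 (standard error 0.68, adjusted p = 2.45e-09, arrays apart) at 0 hpi and by 2.30 (standard error 0.68, adjusted p = 0.00514, arrays apart) at 6 wpi. For reCj31076, base 6 wpi against 0 hpe was not called with the slide as a fixed block (2.98). The qRT-PCR values were not used here.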

Additional file 2: **Figure S2.** Validation of microarray data by qRT-PCR in the middle. Bars represent the means ± standard errors of the means (SE) for three biological replicates.

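In the middle, ERF domain protein 11 (reCj31076) differed from 0 hpe on the arrays by 5.56 (standard error 0.68, adjusted p = 1.1e-07, arrays apart) at 0 hpi and by 1.31 (standard error 0.68, adjusted p = 0.292, arrays overlapping) at 6 wpi. The change to 0 hpi at the base minus that in the middle was 1.00 (standard error 0.96, adjusted p = 1).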

Additional file 3: **Figure S3.** Validation of microarray data by qRT-PCR in needles. Bars represent the means ± standard errors of the means (SE) for three biological replicates.

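In needles, reCj31076 differed from 0 hpe on the arrays by 3.55 (standard error 0.52, adjusted p = 5.77e-05, arrays apart) at 0 hpi and by 0.18 (standard error 0.52, adjusted p = 0.807, arrays overlapping) at 6 wpi. The latter changed sign, without a call: for reCj31076, needles 6 wpi against 0 hpe was -0.18 under normexp background correction and lay between -0.44 and 1.00 with single arrays left out. Nitrate reductase NIA1 (reCj19463), also with primers in Table S1, differed in needles by 2.44 (standard error 0.45, adjusted p = 0.000437, arrays apart) at 6 wpi.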

Additional file 4: **Table S1.** Primers for qRT-PCR analyses.

Additional file 5: **Table S2.** Annotation of genes in clusters in (A) “all”, (B) “base and middle” and (C) “needles”.

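Table S2 lists, for each cluster, the targets with a hit to an Arabidopsis protein and the description of that hit. The available copy breaks off within each dataset, after the complete lists of clusters A1 and A2, B1 and B2, and C1, C2 and C3. The annotation follows the best hit of the target sequence, and 5144 of the 19304 targets carry a name in the supplement tables.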

Additional file 6: **Table S3.** Functional annotation in clusters in (A) “all”, (B) “base and middle” and (C) “needles”.

Additional file 7: **Table S4.** Annotation of the top 100 genes with the largest principal component 1 (PC1) coefficients.

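Table S4 lists the 100 targets with the largest PC1 coefficients in the PCA of base and middle. A positive coefficient marks a target that is higher in groups further along PC1, to which the base moves after excision, and a negative one a target that is lower there.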

Additional file 8: **Table S5.** Functional enrichment annotations for the top 100 genes with the largest PC1.

Additional file 9: **Table S6.** Annotation for adventitious root formation related genes included in list 2′ for “base and middle”. Gene names are given by DAVID.

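Table S6 lists targets of the families named in the text, each with the Arabidopsis protein of its best hit. The expression of a target was measured with its own spots, so homologs are told apart only as far as the spots are specific to them.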

## Abbreviations

ABA: Abscisic acid
ACO: 1-Aminocyclopropane-1-carboxylate oxidase
ARFs: Auxin response factors
Cy3: Cyanine-3
DAVID: The Database for Annotation, Visualization and Integrated Discovery
dpi: Days post-insertion
ETO: Ethylene overproducer
GH3: Gretchen hagen 3
GO: Gene ontology
hpe: Hours post-excision
hpi: Hours post-insertion
NCED: Nine-cis-epoxycarotenoid dioxygenase
NIA: Nitrate reductase
NO: Nitric oxide
PCA: Principal component analysis
PIN: Pin formed
SAUR: Aux/iaa, small auxin up rna
SCR: Scarecrow
SHR: Short-root
TYPE-B RR: Cytokinin type-b response regulator; wpi: Weeks post-insertion

## References

[1] Bellini C, Pacurar DI, Perrone I (2014). Adventitious roots and lateral roots: similarities and differences. Annu Rev Plant Biol.

[2] de Klerk GJ, van der Krieken W, de Jong JC (1999). Review the formation of adventitious roots: new concepts, new possibilities. In Vitro Cell Dev Biol Plant.

[3] Pop TI, Pamfil D, Bellini C (2011). Auxin control in the formation of adventitious roots. Not Bot Hort Agrobot Cluj.

[4] Gutierrez L, Mongelard G, Floková K, Păcurar DI, Novák O, Staswick P, Kowalczyk M, Păcurar M, Demailly H, Geiss G, Bellini C (2012). Auxin controls Arabidopsis adventitious root initiation by regulating jasmonic acid homeostasis. Plant Cell.

[5] Ahkami AH, Melzer M, Ghaffari MR, Pollmann S, Javid MG, Shahinnia F, Hajirezaei MR, Druege U (2013). Distribution of indole-3-acetic acid in *Petunia hybrida* shoot tip cuttings and relationship between auxin transport, carbohydrate metabolism and adventitious root formation. Planta.

[6] Pacurar DI, Perrone I, Bellini C (2014). Auxin is a central player in the hormone cross-talks that control adventitious rooting. Physiol Plantarum.

[7] Haissig BE (1989). Carbohydrate relations during propagation of cuttings from sexually mature *Pinus banksiana* trees. Tree Physiol.

[8] Li MS, Leung DWM (2000). Starch accumulation is associated with adventitious root formation in hypocotyl cuttings of *Pinus radiata*. J Plant Growth Regul.

[9] Ahkami AH, Lischewski S, Haensch KT, Porfirova S, Hofmann J, Rolletschek H, Melzer M, Franken P, Hause B, Druege U, Hajirezaei MR (2009). Molecular physiology of adventitious root formation in *Petunia hybrida* cuttings: involvement of wound response and primary metabolism. New Phytol.

[10] Klopotek Y, Haensch KT, Hause B, Hajirezaei MR, Druege U (2010). Dark exposure of petunia cuttings strongly improves adventitious root formation and enhances carbohydrate availability during rooting in the light. J Plant Physiol.

[11] Li SW, Xue LG, Xu SJ, Feng HY, An LZ (2009). Mediators, genes and signaling in adventitious rooting. Bot Rev.

[12] da Costa CT, de Almeida MR, Ruedell CM, Schwambach J, Maraschin FS, Fett-Neto AG (2013). When stress and development go hand in hand: main hormonal controls of adventitious rooting in cuttings. Front Plant Sci.

[13] Steffens B, Rasmussen A (2016). The physiology of adventitious roots. Plant Physiol.

[14] Druege U, Franken P, Hajirezaei MR (2016). Plant hormone homeostasis, signaling, and function during adventitious root formation in cuttings. Front Plant Sci.

[15] Sorin C, Bussell JD, Camus I, Ljung K, Kowalczyk M, Geiss G, McKhann H, Garcion C, Vaucheret H, Sandberg G, Bellini C (2005). Auxin and light control of adventitious rooting in Arabidopsis require ARGONAUTE1. Plant Cell.

[16] Inukai Y, Sakamoto T, Ueguchi-Tanaka M, Shibata Y, Gomi K, Umemura I, Hasegawa Y, Ashikari M, Kitano H, Matsuoka M (2005). *Crown rootless1*, which is essential for crown root formation in rice, is a target of an AUXIN RESPONSE FACTOR in auxin signaling. Plant Cell.

[17] Klopotek Y, Franken P, Klaering HP, Fischer K, Hause B, Hajirezaei MR, Druege U (2016). A higher sink competitiveness of the rooting zone and invertases are involved in dark stimulation of adventitious root formation in *Petunia hybrida* cuttings. Plant Sci.

[18] Alba R, Fei Z, Payton P, Liu Y, Moore SL, Debbie P, Cohn J, D'Ascenzo M, Gordon JS, Rose JKC, Martin G, Tanksley SD, Bouzayen M, Jahn MM, Giovannoni J (2004). ESTs, cDNA microarrays, and gene expression profiling: tools for dissecting plant physiology and development. Plant J.

[19] Quan JE, Meng S, Guo EH, Zhang S, Zhao Z, Yang XT (2017). *De novo* sequencing and comparative transcriptome analysis of adventitious root development induced by exogenous indole-3-butyric acid in cuttings of tetraploid black locust. BMC Genomics.

[20] Ahkami A, Scholz U, Steuernagel B, Strickert M, Haensch KT, Druege U, Reinhardt D, Nouri E, von Wirén N, Franken P, Hajirezaei MR (2014). Comprehensive transcriptome analysis unravels the existence of crucial genes regulating primary metabolism during adventitious root formation in *Petunia hybrida*. PLoS One.

[21] Jaramillo-Correa JP, Verdu M, González-Martínez SC (2010). The contribution of recombination to heterozygosity differs among plant evolutionary lineages and life-forms. BMC Evol Biol.

[22] Ritchie GA (1991). The commercial use of conifer rooted cuttings in forestry: a world overview. New For.

[23] Toda R (1974). Vegetative propagation in relation to Japanese forest tree improvement. New Zeal J For Sci.

[24] Miyajima H (1951). On the relation between the races of *Cryptomeria japonica* and their root-formation in the cuttings. Sci Bull Fac Agr Kyushu Univ.

[25] Satoo T, Negishi K, Nakamura K (1953). Relations between the rooting and the age of the tree from which cuttings are taken. An experiment using clonal materials. J Jpn For Soc.

[26] Jull LG, Warren SL, Blazich FA (1994). Rooting ‘Yoshino’ Cryptomeria stem cuttings as influenced by growth stage, branch order, and IBA treatment. Hortscience.

[27] Shibuya T, Taniguchi T, Tsukuda S, Shiozaki S, Itagaki K (2014). Adventitious root formation of Japanese cedar (*Cryptomeria japonica* D. Don) cuttings is stimulated by soaking basal portion of cuttings in warmed water while cooling their apical portion. New Forest.

[28] Satoo S (1948). Origin of adventitious roots in Cryptomeria cuttings. Bull Tokyo Univ For.

[29] Brinker M, van Zyl L, Liu WB, Craig D, Sederoff RR, Clapham DH, von Arnold S (2004). Microarray analyses of gene expression during adventitious root development in *Pinus contorta*. Plant Physiol.

[30] Han H, Sun XM, Xie YH, Feng J, Zhang SG (2014). Transcriptome and proteome profiling of adventitious root development in hybrid larch (*Larix kaempferi* × *Larix olgensis*). BMC Plant Biol.

[31] Garrido G, Guerrero JR, Cano EA, Acosta M, Sánchez-Bravo J (2002). Origin and basipetal transport of the IAA responsible for rooting of carnation cuttings. Physiol Plant.

[32] Wilkerson EG, Gates RS, Zolnier S, Kester ST, Geneve RL (2005). Transpiration capacity in poinsettia cuttings at different rooting stages and the development of a cutting coefficient for scheduling mist. J Amer Soc Hort Sci.

[33] Gondo H, Ippei H, Toshimitsu K (1959). The relation between the leaf ratio and adventitious rooting rate in *Cryptomeria japonica*. Kyushu J For Res.

[34] Akashi T (1966). Rooting test in difficult-to-root clone of *Cryptomeria japonica*. Kyushu J For Res.

[35] Kuroki S (1967). Rooting test in *Cryptomeria japonica* (part 1) -the relation of callus formation and light intensity. Kyushu J For Res.

[36] Mishima K, Hirao T, Tsubomura M, Tamura M, Kurita M, Nose M, Hanaoka S, Takahashi M, Watanabe A (2018). Identification of novel putative causative genes and genetic marker for male sterility in Japanese cedar (*Cryptomeria japonica* D.Don). BMC Genomics.

[37] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[38] Mishima K, Fujiwara T, Iki T, Kuroda K, Yamashita K, Tamura M, Fujisawa Y, Watanabe A (2014). Transcriptome sequencing and profiling of expressed genes in cambial zone and differentiating xylem of Japanese cedar (*Cryptomeria japonica*). BMC Genomics.

[39] Nose M, Watanabe A (2014). Clock genes and diurnal transcriptome dynamics in summer and winter in the gymnosperm Japanese cedar (*Cryptomeria japonica* (L.f.) D.Don). BMC Plant Biol.

[40] Kevers C, Hausman JF, Faivre-Rampant O, Evers D, Gaspar T (1997). Hormonal control of adventitious rooting: progress and questions. J Appl Bot.

[41] Rapaka VK, Bessler B, Schreiner M, Druege U (2005). Interplay between initial carbohydrate availability, current photosynthesis, and adventitious root formation in *Pelargonium* cuttings. Plant Sci.

[42] Tombesi S, Palliotti A, Poni S, Farinelli D (2015). Influence of light and shoot development stage on leaf photosynthesis and carbohydrate status during the adventitious root formation in cuttings of *Corylus avellana* L. Front Plant Sci.

[43] Machida H, Ooishi A, Hosoi T, Komatsu H, Kamota F (1977). Studies on photosynthesis in cuttings during propagation: I. Changes in the rate of apparent photosynthesis in the cuttings of several plants after planting. J Jpn Soc. Hort Sci.

[44] Smalley TJ, Dirr MA, Armitage AM, Wood BW, Teskey RO, Severson RF (1991). Photosynthesis and leaf water, carbohydrate, and hormone status during rooting of stem cuttings of *Acer Rubrum*. J Amer Soc Hort Sci.

[45] Negishi K, Satoo T (1956). Photosynthesis, respiration and consumption of reserves of Sugi (*Cryptomeria japonica*) cuttings. J Jpn For Soc.

[46] Li SW, Shi RF, Leng Y (2015). *De Novo* characterization of the mung bean transcriptome and transcriptomic analysis of adventitious rooting in seedlings using RNA-Seq. PLoS One.

[47] Villacorta-Martín C, Sánchez-García AB, Villanova J, Cano A, van de Rhee M, de Haan J, Acosta M, Passarinho P, Pérez-Pérez JM (2015). Gene expression profiling during adventitious root formation in carnation stem cuttings. BMC Genomics.

[48] Plaxton WC, Podestá FE (2006). The functional organization and control of plant respiration. CRC Cr Rev Plant Sci.

[49] Seo M, Akaba S, Oritani T, Delarue M, Bellini C, Caboche M, Koshiba T (1998). Higher activity of an aldehyde oxidase in the auxin-overproducing *superroot1* mutant of *Arabidopsis thaliana*. Plant Physiol.

[50] Tiwari SB, Hagen G, Guilfoyle T (2003). The roles of auxin response factor domains in auxin-responsive transcription. Plant Cell.

[51] Li Y, Wu YH, Hagen G, Guilfoyle T (1999). Expression of the auxin-inducible GH3 promoter/GUS fusion gene as a useful molecular marker for auxin physiology. Plant Cell Physiol.

[52] Liu SP, Wang JR, Wang L, Wang XF, Xue YH, Wu P, Shou HX (2009). Adventitious root formation in rice requires OsGNOM1 and is mediated by the OsPINs family. Cell Res.

[53] Sukumar P, Maloney GS, Muday GK (2013). Localized induction of the ATP-binding cassette B19 auxin transporter enhances adventitious root formation in Arabidopsis. Plant Physiol.

[54] Müller B, Sheen J (2008). Cytokinin and auxin interplay in root stem-cell specification during early embryogenesis. Nature.

[55] Moubayidin L, Di Mambro R, Sabatini S (2009). Cytokinin-auxin crosstalk. Trends Plant Sci.

[56] Ramírez-Carvajal GA, Morse AM, Dervinis C, Davis JM (2009). The cytokinin type-B response regulator PtRR13 is a negative regulator of adventitious root development in *Populus*. Plant Physiol.

[57] Druege U, Franken P, Lischewski S, Ahkami AH, Zerche S, Hause B, Hajirezaei MR (2014). Transcriptomic analysis reveals ethylene as stimulator and auxin as regulator of adventitious root formation in petunia cuttings. Front Plant Sci.

[58] Veloccia A, Fattorini L, Della Rovere F, Sofo A, D'angeli S, Betti C, Falasca G, Altamura MM (2016). Ethylene and auxin interaction in the control of adventitious rooting in *Arabidopsis thaliana*. J Exp Bot.

[59] Cheong YH, Chang HS, Gupta R, Wang X, Zhu T, Luan S (2002). Transcriptional profiling reveals novel interactions between wounding, pathogen, abiotic stress, and hormonal responses in Arabidopsis. Plant Physiol.

[60] Wang KLC, Li H, Ecker JR (2002). Ethylene biosynthesis and signaling networks. Plant Cell.

[61] Negi S, Sukumar P, Liu X, Cohen JD, Muday GK (2010). Genetic dissection of the role of ethylene in regulating auxin-dependent lateral and adventitious root formation in tomato. Plant J.

[62] Wang KLC, Yoshida H, Lurin C, Ecker JR (2004). Regulation of ethylene gas biosynthesis by the *Arabidopsis* ETO1 protein. Nature.

[63] Yoshida H, Nagata M, Saito K, Kevin WLC, Ecker JR (2005). *Arabidopsis* ETO1 specifically interacts with and negatively regulates type 2 1-aminocyclopropane-1-carboxylate synthases. BMC Plant Biol.

[64] Christians MJ, Gingerich DJ, Hansen M, Binder BM, Kieber JJ, Vierstra RD (2009). The BTB ubiquitin ligases ETO1, EOL1 and EOL2 act collectively to regulate ethylene biosynthesis in Arabidopsis by controlling type-2 ACC synthase levels. Plant J.

[65] Guan L, Murphy AS, Peer WA, Gan LJ, Li Y, Cheng ZM (2015). Physiological and molecular regulation of adventitious root formation. CRC Cr Rev Plant Sci.

[66] Helariutta Y, Fukaki H, Wysocka-Diller J, Nakajima K, Jung J, Sena G, Hauser MT, Benfey PN (2000). The *SHORT-ROOT* gene controls radial patterning of the *Arabidopsis* root through radial signaling. Cell.

[67] Iuchi S, Kobayashi M, Taji T, Naramoto M, Seki M, Kato T, Tabata S, Kakubari Y, Yamaguchi-Shinozaki K, Shinozaki K (2001). Regulation of drought tolerance by gene manipulation of 9-*cis*-epoxycarotenoid dioxygenase, a key enzyme in abscisic acid biosynthesis in *Arabidopsis*. Plant J.

[68] Xiong LM, Zhu JK (2003). Regulation of abscisic acid biosynthesis. Plant Physiol.

[69] Thompson AJ, Thorne ET, Burbidge A, Jackson AC, Sharp RE, Taylor IB (2004). Complementation of *notabilis*, an abscisic acid-deficient mutant of tomato: importance of sequence context and utility of partial complementation. Plant Cell Environ.

[70] Noiton D, Vine JH, Mullins MG (1992). Endogenous indole-3-acetic acid and abscisic acid in apple microcuttings in relation to adventitious root formation. Plant Growth Regul.

[71] Abu-Abied M, Szwerdszarf D, Mordehaev I, Levy A, Rogovoy Stelmakh O, Belausov E, Yaniv Y, Uliel S, Katzenellenbogen M, Riov J, Ophir R, Sadot E (2012). Microarray analysis revealed upregulation of nitrate reductase in juvenile cuttings of Eucalyptus grandis, which correlated with increased nitric oxide production and adventitious root formation. Plant J.

# Supplementary material for: Transcriptome dynamics of rooting zone and aboveground parts of cuttings during adventitious root formation in Cryptomeria japonica D. Don
**Source:** BMC Plant Biol. 2018 Sep 19;18:201. doi: 10.1186/s12870-018-1401-7
**Supplement:** Supplementary file 1 — Figure S1. Validation of microarray data by qRT-PCR at the base. Bars represent the means ± standard errors of the means (SE) for three biological replicates.

**Additional file 1: Figure S1. Validation of microarray data by qRT-PCR in the base.**

Bars represent the means ± standard errors of the means (SE) for three biological replicates.

# Supplementary material for: Transcriptome dynamics of rooting zone and aboveground parts of cuttings during adventitious root formation in Cryptomeria japonica D. Don
**Source:** BMC Plant Biol. 2018 Sep 19;18:201. doi: 10.1186/s12870-018-1401-7
**Supplement:** Supplementary file 2 — Figure S2. Validation of microarray data by qRT-PCR in the middle. Bars represent the means ± standard errors of the means (SE) for three biological replicates.

**Additional file 2: Figure S2. Validation of microarray data by qRT-PCR in the middle.**

Bars represent the means ± standard errors of the means (SE) for three biological replicates.

# Supplementary material for: Transcriptome dynamics of rooting zone and aboveground parts of cuttings during adventitious root formation in Cryptomeria japonica D. Don
**Source:** BMC Plant Biol. 2018 Sep 19;18:201. doi: 10.1186/s12870-018-1401-7
**Supplement:** Supplementary file 3 — Figure S3. Validation of microarray data by qRT-PCR in needles. Bars represent the means ± standard errors of the means (SE) for three biological replicates.

**Additional file 3: Figure S3. Validation of microarray data by qRT-PCR in needles.**

Bars represent the means ± standard errors of the means (SE) for three biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

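Cuttings of 1 clone were sampled at 8 time points, from 0 hpe to 6 wpi, as base, middle and needles of 3 cuttings each, which gave 24 groups of 3 and 72 arrays (48 of base and middle, 24 of needles). The condition and replicate number of each array were taken from its deposited label. The authors deposited Agilent Feature Extraction intensities: the software had detrended and background-subtracted the signal intensity of each spot and set its detection flags, and no normalization between arrays had been applied. The authors also deposited a table of log2 values per probe, made by averaging the spots, taking the log2, subtracting the 75th percentile of the array and centring each probe over the 72 arrays. The centring is not described in the methods and was inferred from the values. Recomputed values differed from that table by at most 0.00451 when all spots of each target were averaged.

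For each of the 19304 targets, with 3 spots for most and 4 for the rest, the mean processed signal of the spots without a non-uniformity flag was computed. The log2 of this mean was set relative to the array's 75th percentile over all targets. List 1 followed the paper's methods, and held targets with no non-uniformity flag, every spot well above background and a mean signal above 10 on every array of the dataset: 9175 in "all", 9592 in "base and middle" and 12523 in "needles". Read with the flag for positive and significant spots in place of the one for spots well above background, the lists held 11248, 11909 and 13397 targets. This second reading was chosen after the data were seen. 4 named targets that were outside list 1 (reCj22862, reCj18461, reCj22901 and reCj24821) were tested on it.

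Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no block), on all arrays of a dataset so that the groups shared 1 estimate of the spread per target. The p was adjusted by the Benjamini-Hochberg method over the targets tested, and a call needed an adjusted p below 0.05 and a log2 difference of at least 1 in size. Comparisons were base against middle at each time, each time against the one before at the base, needles at each time against 0 hpe, base and middle at 6 wpi against 0 hpe (for named targets also at the other times against 0 hpe), needles against base at 0 hpe, and the change from 0 hpe at the base minus that in the middle at each later time. Varying targets were those with an adjusted p below 0.05 in the F-test across groups and a centred group mean beyond 0.5 in size. The PCA was made on group means of varying targets, centred and not scaled. The SD of its shares came from PCAs of each of the 3 replicate numbers. Reading and figures used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9, with data.table 1.17.8 in R. The fits were tested on simulated data with 200 targets changed by 3 (log2). Of these, 193 were recovered for base against middle at 6 wpi with 5 other calls. For the change at the base minus that in the middle at 6 wpi, 179 were recovered with 7 other calls. The simulated noise was normal and independent between arrays, without pairing, slide effects, outlying arrays or other changing targets. These counts therefore test the code and do not give the error rate in the real data.

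The rule was to name every target of Tables S1 and S6 and of the paper's text. It was not followed for 10 targets of Table S6, which were tested and are not described: the ARF targets reCj17903, reCj17966, reCj18164, reCj18202, reCj18418 and reCj19155, the response regulators reCj18133, reCj18674 and reCj27651, and the GRAS target reCj19429. For base against middle at 3 hpi and 6 wpi, base at 6 wpi and needles at 0 hpi and 6 wpi against 0 hpe, and the difference in change at 6 wpi, the text also names the 2 largest rises and the 2 largest falls among calls whose arrays were apart. For the difference in change, apart meant that the changes of same-numbered arrays did not overlap between the parts. Of the 11 ARF targets, the 4 with the largest changes at the base were described, chosen after their values were seen. The tests, list 1, the alternatives below and the naming rule were set before the data were examined. What was chosen later is named where it is reported.

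The share of spots well above background per array and the groups' slides are given with the first result. The 75th percentile of the signal per array was between 162 and 1133 at the base, between 299 and 1764 in the middle and between 455 and 1418 in needles, and targets below background at some time could not be tested on list 1. The number of arrays limits the precision. The parts were taken from 3 cuttings per time point, and the labels number the arrays of each part from 1 to 3. Deviations of same-numbered base and middle arrays from their group means correlated above 0.1 in every pair at 0 hpe, 3 dpi and 6 wpi. The lowest r was 0.748, 0.198 and 0.185. Arrays of different numbers had a highest r of -0.115 at 0 hpe and -0.0655 at 3 dpi, so the numbers pair base and middle there. At 6 wpi that highest r was 0.287, above the lowest same-numbered r, so the pairing is not distinguished there. Base and needles did not pair by the limit of 0.1 at any time, and middle and needles did so at 3 wpi only. The numbers did not pair time points, where 8 of 21 neighbouring pairs at the base, 3 of 21 in the middle and 6 of 21 in needles lay above 0.1.

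Alternatives were normexp background correction (offset 50), quantile normalization, the authors' table, no filter, a filter that needs detection in 1 group only, the slide as a fixed or random block, the replicate number as a block, a fit of only the arrays compared, no limit on the log2 difference, the paper's one-way analysis of variance, other scalings and units in the PCA, the mean in place of the median over a cluster, other rules of detection, and leaving out each array or replicate. For comparisons between parts, the replicate block was the replicate number within each time point, and otherwise the replicate number alone. The fixed slide block was fitted to the arrays of the parts compared only. Such fits within the base or the middle therefore lost the arrays of the other part. The deposited columns hold no mean pixel intensity. Normexp was therefore run on the median spot signal and the median local background in place of the mean. No reference gene matched the target names, and 5144 targets were named from the supplement tables. Gene Ontology terms were not tested, because the members of several clusters are not in the available copy of Table S2. qRT-PCR values were not used.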

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

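The tests on ERCC probes, other organisms, slides, needles on the same slides, emerged roots, the splits within time points and the splits for the changes from 0 hpe to times before 6 wpi were chosen after the results were seen. The splits for the other comparisons, and leaving out middle 6 wpi replicate 2, were planned.

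A signal appeared in targets that list 1 leaves out. Some of the targets outside list 1 are named in the paper's tables. The list sizes printed in Fig. 2 equal those with the flag for positive and significant spots (11248, 11909 and 13397). The paper's lists therefore appear to hold more of these targets than list 1 does. Among 9712 targets outside list 1, 838 had every spot well above background on all 3 base arrays at 6 wpi and on none at 0 hpe, against 131 the other way round. In the middle these numbers were 8 and 13, and in needles 84 and 10. Base arrays at 6 wpi also carried signal on control probes for ERCC transcripts, which are synthetic: their median signal was 45.6, 47.9 and 16.2, and at most 3.84 at the base at 0 hpe. No ERCC RNA is described in the methods. This signal was there earlier at the base: its highest value was 12.8 at 3 hpi, 19.9 at 1 dpi and 22.9 at 3 dpi, and at 1 wpi it was 14.1 to 22.3. Over all times it was at most 4.05 in the middle and 5.27 in needles. Roots emerged at 35 dpi by the paper, so the lowest value of 14.1 at 1 wpi argues against emerged roots as the source of the ERCC signal. Needle arrays at 6 wpi, on the same slides, had a median ERCC signal of at most 4.42, which argues against the slide or its scan. The 75th percentile of the signal at 6 wpi was 0.962 times that at 0 hpe (median over base arrays), which argues against brighter arrays. On base 6 wpi replicate 3, whose ERCC signal was lower, the 12 ERCC probes fell by 1.67 to 2.79 (log2, median 2.66) from the other base arrays at 6 wpi. The 838 targets had a median fall of 2.38 there, and 701 of them (83.7%) fell by more than 1. The 9592 targets of list 1 had a median fall of 0.0696. These falls are relative to the array's 75th percentile, which was 1133 on replicate 3 and 621 and 407 on replicates 1 and 2. A target whose unscaled signal stayed the same would also fall on this scale. A fall of more than 1 therefore does not by itself mark a signal like that of the ERCC probes. A signal that needs no matching RNA may account for the fall in those 701 targets, as may this scaling. Brightness does not set the 701 apart. Of all 838 targets, 572 were brighter than the brightest ERCC probe on all 3 arrays, and most of these 572 were among the 701. A signal at the level of the ERCC probes does not by itself explain their brightness. A signal that needs no matching RNA does not account for the 137 targets that did not fall by more than 1. Of these, 100 were brighter than the brightest ERCC probe on all 3 arrays. RNA of another organism on the part in soil cannot be told apart from other sources: 12 ERCC probes were brighter on every base array at 6 wpi than on every base array at 0 hpe. For the targets themselves root tissue, a biological difference, stays open and was not tested. With the flag for positive and significant spots as the rule of detection the number was 198. It was 868 without base 6 wpi replicate 2 and 1233 without base 6 wpi replicate 3.

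The change from 0 hpe differed between base and middle by a test of the difference itself. It was called for 19 targets at 3 hpi, 4 at 1 dpi, 197 at 3 dpi, 889 at 1 wpi, 1341 at 3 wpi and 1510 at 6 wpi. Splits of the same 12 arrays without regard to time gave counts as large in 32, 20, 22, 15, 8 and 14 of 100 in that order (the real one included). They put arrays of different times into 1 group, so a change over time common to both parts enters them and they decide nothing. At 0 hpi all 100 did so, as any split must where the count is 0. When base and middle arrays were exchanged only within 0 hpe and within the later time, counts as large were found in 43, 21, 18, 11, 12 and 7 of 100 splits. Splits that leave base and middle of the later time intact and exchange arrays at 0 hpe only carry the difference between the parts and are no chance draws, and they were 11 of the 43, 6 of the 21, 11 of the 18, 11 of the 11, 12 of the 12 and 6 of the 7. Among the other splits counts as large were found in 32 of 89, 15 of 91, 7 of 88, 0 of 87, 0 of 88 and 1 of 92. Some of these other splits part every same-numbered pair at the times when all such pairs correlated above 0.1. Among them, counts as large were found in 8 of 72, 0 of 72, 0 of 24, 0 of 72, 0 of 72 and 0 of 24. Chance is therefore not excluded for the count at 3 hpi. For the later times the splits do not decide it, since 3 arrays against 3 at the later time make 10 splits. The adjusted p of single targets is a separate matter that these counts do not address. The base and middle arrays lay on different slides, and 1 target was called between them at 0 hpe. That fit did not use the pairing of the arrays at 0 hpe, and with limma 156 targets had an unadjusted p below 0.05. The count alone therefore decides little. The root mean square log2 difference between the means of base and middle was 0.21 at 0 hpe and 1.00 at 6 wpi. These sizes need no such fit and argue against the kind of slide as a cause that acts alike at all times. Base arrays at 0 hpe and 6 wpi lay on different slides, each shared with needles of the same time. In the 1510 targets called at 6 wpi, the needles changed by a median of -0.287 in the direction of the call and the base by 1.54, and the needles changed as much as the base in 13, which argues against these slides. The needles moved likewise for base 6 wpi against 0 hpe, where the needles' median was -0.139 and the base's 1.57 over 2641 targets. Of the 785 targets with a higher change at the base, 677 remained called among targets brighter than each array's own brightest ERCC probe. So did 1086 of the 1237 targets higher at the base than in the middle at 6 wpi. That limit was at most 8.76 on base arrays at 0 hpe and up to 89.2 at 6 wpi. A target dim at 0 hpe could pass it with an ERCC-sized signal added later. These numbers therefore do not decide on the ERCC-like signal as a cause. Without middle 6 wpi replicate 2, 2158 targets were called, so that array alone did not make the count at 6 wpi, and without middle 6 wpi replicate 3 it was 924. Without 1 array the counts moved from 1 (middle 3 hpi replicate 2) to 320 (middle 3 hpi replicate 1) at 3 hpi, from 0 (base 0 hpe replicate 3) to 269 (base 1 dpi replicate 1) at 1 dpi, and from 37 (middle 3 dpi replicate 3) to 396 (base 0 hpe replicate 3) at 3 dpi. The replicate number within each time point as a block also moved them: 109 for base change minus middle change from 0 hpe to 3 hpi, 60 for base change minus middle change from 0 hpe to 1 dpi and 592 for base change minus middle change from 0 hpe to 3 dpi. Without 1 array they were as low as 341 at 1 wpi (base 1 wpi replicate 3) and 826 at 3 wpi (base 0 hpe replicate 2). Chance stays open for the count at 3 hpi and undecided by splits for the later ones. The design names rooting at the base only, and it also places the base underground in soil and the middle aboveground. For photosynthesis genes, the paper itself allows that insertion into soil caused the decrease at the base. Rooting and the place in soil both stay open, were not tested and cannot be told apart here.

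Single targets differed by the same test. At 6 wpi a higher change at the base was found in a target without usable annotation (reCj31851, 7.18), ATLP-1 (reCj30314, 6.04), NIA1 (reCj19463, 3.35) and ARF2 (reCj18596, 1.55). A lower change was found in FED A (reCj28559, -6.17), FBA1 (reCj07033, -5.61), photosystem I subunit O (reCj31726, -5.07) and RR2 (reCj19270, -2.60). The same direction was found in SCR (reCj20794, -2.44), aldehyde oxidase (reCj18051, -2.14), ARF2 (reCj18461, -1.75) and CCD1 (reCj21538, -1.62). At 3 wpi the change was higher at the base in 2 ACO targets (reCj26915, 4.93, and reCj31127, 4.45). At 1 wpi it was higher in NIA1 (4.36), SHR (reCj23597, 2.05) and ARF2 (reCj18260, 1.23), and lower in ARF6 (reCj18826, -1.81). SHR also differed at 3 dpi (1.90). The 4 targets at 1 dpi were reCj00014 (1.40), reCj15026 (-1.34), reCj17945 (-1.56) and reCj31028 (-2.07). Single arrays decided some of these calls. The call was lost for reCj19270, base change minus middle change from 0 hpe to 6 wpi without any single one of base 0 hpe replicates 1 and 2, middle 0 hpe replicate 3 and middle 6 wpi replicate 3 (from -2.35 to -1.86), reCj18461, base change minus middle change from 0 hpe to 6 wpi without any single one of base 0 hpe replicates 1 and 2, base 6 wpi replicates 1 and 2, middle 0 hpe replicate 3 and middle 6 wpi replicates 1 and 3 (from -1.85 to -1.27) and reCj18826, base change minus middle change from 0 hpe to 1 wpi without any single one of base 0 hpe replicate 2, base 1 wpi replicates 2 and 3, middle 0 hpe replicate 1 and middle 1 wpi replicates 1 and 2 (from -1.76 to -1.58). It was lost for reCj18260, base change minus middle change from 0 hpe to 1 wpi without any single one of base 0 hpe replicate 2, base 1 wpi replicate 3 and middle 0 hpe replicate 3 (from 1.05 to 1.15), reCj26915, base change minus middle change from 0 hpe to 3 wpi without any single one of base 0 hpe replicates 1 and 3, base 3 wpi replicate 3, middle 0 hpe replicate 3 and middle 3 wpi replicates 2 and 3 (from 4.16 to 4.89) and reCj23597, base change minus middle change from 0 hpe to 3 dpi without any single one of base 0 hpe replicates 1 and 2, base 3 dpi replicates 1 and 3, middle 0 hpe replicates 2 and 3 and middle 3 dpi replicates 1, 2 and 3 (from 1.60 to 1.96). It was lost for reCj23597, base change minus middle change from 0 hpe to 1 wpi without base 1 wpi replicate 3 (1.73), reCj21538, base change minus middle change from 0 hpe to 6 wpi without middle 6 wpi replicate 3 (-1.30) and reCj19463, base change minus middle change from 0 hpe to 6 wpi without any single one of base 0 hpe replicate 2, base 6 wpi replicate 2, middle 0 hpe replicate 1 and middle 6 wpi replicates 1 and 3 (from 2.80 to 3.29). It was lost for reCj00014, base change minus middle change from 0 hpe to 1 dpi without any single one of base 0 hpe replicate 3, base 1 dpi replicate 2, middle 0 hpe replicate 2 and middle 1 dpi replicate 2 (from 1.20 to 1.39), reCj15026, base change minus middle change from 0 hpe to 1 dpi without any single one of base 0 hpe replicates 2 and 3, base 1 dpi replicates 2 and 3, middle 0 hpe replicates 2 and 3 and middle 1 dpi replicates 1, 2 and 3 (from -1.43 to -1.13) and reCj17945, base change minus middle change from 0 hpe to 1 dpi without any single one of base 0 hpe replicates 2 and 3, base 1 dpi replicates 2 and 3, middle 0 hpe replicates 2 and 3 and middle 1 dpi replicates 1, 2 and 3 (from -1.70 to -1.43). It was lost for reCj31028, base change minus middle change from 0 hpe to 1 dpi without any single one of base 0 hpe replicates 2 and 3, base 1 dpi replicates 2 and 3, middle 0 hpe replicates 1, 2 and 3 and middle 1 dpi replicates 1 and 2 (from -2.24 to -1.76) and reCj30314, base change minus middle change from 0 hpe to 6 wpi without middle 6 wpi replicate 3 (4.84). The tests on slides and ERCC signal were made on all called targets and not on these alone, and no further explanation was tested for them.

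For the other comparisons, chance splits were counted as follows. For targets varying in all parts, in base and middle and in needles, 1 of 100 splits (the real one) gave a count as large, so chance is excluded. With 3 arrays against 3 there are 10 splits, which can never exclude chance. The real split alone, 1 of 10, gave a count as large for base against middle from 0 hpi on, the steps of the base to 0 hpi, 3 hpi, 1 dpi, 3 dpi and 3 wpi, and all comparisons of needles with their 0 hpe. That also held for base and middle at 6 wpi against 0 hpe and for needles against base at 0 hpe. For base against middle at 0 hpe it was 6 of 10, with up to 748 targets in splits that follow the cuttings. It was 3 of 10 for the step of the base to 1 wpi and 2 of 10 for that to 6 wpi. At 0 hpe, 3 dpi and 6 wpi, all same-numbered pairs of base and middle correlated above 0.1. Splits that part every such pair as the real one does gave at most 0 calls at 0 hpe, 1 at 3 dpi and 313 at 6 wpi. Splits that keep a same-numbered pair together gave up to 748, 4 and 655.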

How the results depend on the processing

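The tests on the list of positive and significant spots and on targets above the ERCC probes were chosen after the results were seen, and the other alternatives were planned. Of 138 named values, 138 kept their direction and their side of the threshold with the authors' table, 125 under normexp background correction, 126 under quantile normalization and 136 with the replicate as a block. With the slide as a fixed block, 49 of 73 did so (22 were no longer called and 2 changed sign), and with the slide as a random block all 65. The correlation within slides estimated for the random block was 0.0046 in base and middle. That fit therefore hardly differed from the fit without a block and is no test of the slide. Over the 1056 values with single arrays left out, 914 did so, 114 were no longer called, 14 became called and 14 changed sign. The authors' table rests on the same scaling as the values here, so its 39 unmoved counts and profiles are no independent check.

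Among counts, shares and profiles, those within the limit of 1.5 times (counts) or 1 SD (others) numbered 31 of 39 under normexp background correction, 43 of 48 under quantile normalization and 35 of 39 on the list of positive and significant spots. They numbered 35 of 35 above each array's own ERCC probes, a limit that was low at 0 hpe and could not remove a signal added later. They numbered 29 of 35 with the replicate as a block and 7 of 18 with the slide as a fixed block. With the slide as a random block they numbered 17 of 17, which is no test for those of base and middle. It was 12 of 35 without a filter, 13 of 35 with the looser filter, 8 of 32 with no limit on the log2 difference, 16 of 32 in fits of only the arrays compared and 178 of 261 with 1 array or replicate left out. The one-way analysis of variance moved none of the 3 counts of varying targets. Signal over background limits the filter: 9175 of 19304 targets were tested over all parts. For comparisons of time points the replicate numbers pair no samples, and of the named values the replicate block made calls of 2, 1.16 for reCj22196, base change minus middle change from 0 hpe to 3 dpi and 3.48 for reCj25195, base change minus middle change from 0 hpe to 1 wpi. Where limma gave 0 calls under an alternative, the comparisons as first reported had 156 (base against middle at 0 hpe), 2634 (base against middle at 3 hpi), 884 (base 1 wpi against 3 dpi), 2005 (base 3 wpi against 1 wpi), 729 (base 6 wpi against 3 wpi), 2688 (needles 1 wpi against 0 hpe), 1858 (middle 6 wpi against 0 hpe), 68 (base change minus middle change from 0 hpe to 0 hpi), 1132 (base change minus middle change from 0 hpe to 3 hpi) and 1428 (base change minus middle change from 0 hpe to 1 dpi) targets at an unadjusted p below 0.05. The slide could not be a fixed block for base against middle, where it is confounded with the part.

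With detection needed in 1 group only and no signal limit, more targets were tested and these counts moved. It gave 853 (from 475) for base against middle at 3 hpi and 1980 (from 559) for base against middle at 1 dpi. There were 3489 (from 1047) for base against middle at 3 dpi and 5313 (from 1746) for base against middle at 1 wpi. It gave 5201 (from 2026) for base against middle at 3 wpi and 5865 (from 2144) for base against middle at 6 wpi. There were 2226 (from 1073) for base 0 hpi against 0 hpe and 2857 (from 1672) for base 3 hpi against 0 hpi. It gave 2592 (from 1566) for base 1 dpi against 3 hpi and 8 (from 1) for base 1 wpi against 3 dpi. There were 286 (from 150) for base 3 wpi against 1 wpi and 11 (from 7) for base 6 wpi against 3 wpi. It gave 6693 (from 2641) for base 6 wpi against 0 hpe and 403 (from 178) for middle 6 wpi against 0 hpe. There were 3787 (from 1510) for base change minus middle change from 0 hpe to 6 wpi and 5002 (from 2087) for needles against base at 0 hpe. It gave 5 (from 19) for base change minus middle change from 0 hpe to 3 hpi and 2 (from 4) for base change minus middle change from 0 hpe to 1 dpi. There were 3204 (from 889) for base change minus middle change from 0 hpe to 1 wpi and 2428 (from 1341) for base change minus middle change from 0 hpe to 3 wpi. It gave 15724 (from 8290) for targets varying in all and 14035 (from 7639) for targets varying in base and middle.

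Without a filter, all 19304 targets were tested. It gave 779 (from 475) for base against middle at 3 hpi and 3476 (from 559) for base against middle at 1 dpi. There were 5431 (from 1047) for base against middle at 3 dpi and 7759 (from 1746) for base against middle at 1 wpi. It gave 6398 (from 2026) for base against middle at 3 wpi and 7918 (from 2144) for base against middle at 6 wpi. There were 2173 (from 1073) for base 0 hpi against 0 hpe and 2834 (from 1672) for base 3 hpi against 0 hpi. It gave 2534 (from 1566) for base 1 dpi against 3 hpi and 3 (from 1) for base 1 wpi against 3 dpi. There were 271 (from 150) for base 3 wpi against 1 wpi and 2062 (from 1252) for needles 3 wpi against 0 hpe. It gave 2521 (from 1624) for needles 6 wpi against 0 hpe and 8325 (from 2641) for base 6 wpi against 0 hpe. There were 348 (from 178) for middle 6 wpi against 0 hpe and 4151 (from 1510) for base change minus middle change from 0 hpe to 6 wpi. It gave 5113 (from 2087) for needles against base at 0 hpe and 3 (from 19) for base change minus middle change from 0 hpe to 3 hpi. There were 2 (from 4) for base change minus middle change from 0 hpe to 1 dpi and 4462 (from 889) for base change minus middle change from 0 hpe to 1 wpi. It gave 2267 (from 1341) for base change minus middle change from 0 hpe to 3 wpi and 18288 (from 8290) for targets varying in all. There were 16539 (from 7639) for targets varying in base and middle.

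With no limit on the log2 difference, more calls follow from the rule itself. It gave 1112 (from 475) for base against middle at 3 hpi and 1509 (from 559) for base against middle at 1 dpi. There were 2620 (from 1047) for base against middle at 3 dpi and 3950 (from 1746) for base against middle at 1 wpi. It gave 4443 (from 2026) for base against middle at 3 wpi and 4553 (from 2144) for base against middle at 6 wpi. There were 2533 (from 1073) for base 0 hpi against 0 hpe and 3351 (from 1672) for base 3 hpi against 0 hpi. It gave 3447 (from 1566) for base 1 dpi against 3 hpi and 173 (from 59) for base 3 dpi against 1 dpi. There were 247 (from 150) for base 3 wpi against 1 wpi and 15 (from 7) for base 6 wpi against 3 wpi. It gave 3345 (from 1222) for needles 0 hpi against 0 hpe and 3302 (from 1151) for needles 3 hpi against 0 hpe. There were 1517 (from 472) for needles 1 dpi against 0 hpe and 572 (from 181) for needles 3 dpi against 0 hpe. It gave 561 (from 184) for needles 1 wpi against 0 hpe and 3636 (from 1252) for needles 3 wpi against 0 hpe. There were 4745 (from 1624) for needles 6 wpi against 0 hpe and 5179 (from 2641) for base 6 wpi against 0 hpe. It gave 473 (from 178) for middle 6 wpi against 0 hpe and 2316 (from 1510) for base change minus middle change from 0 hpe to 6 wpi. There were 4725 (from 2087) for needles against base at 0 hpe and 2086 (from 1341) for base change minus middle change from 0 hpe to 3 wpi.

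Under normexp background correction the cause of these changes was not tested. It gave 5 (from 10, 4 higher and 1 lower against 5 and 5) for base against middle at 0 hpi and 311 (from 475, 147 higher and 164 lower against 174 and 301) for base against middle at 3 hpi. There were 30 (from 59) for base 3 dpi against 1 dpi and 0 (from 1) for base 1 wpi against 3 dpi. It gave 106 (from 184) for needles 1 wpi against 0 hpe and 1 (from 0) for base change minus middle change from 0 hpe to 0 hpi. There were 0 (from 19) for base change minus middle change from 0 hpe to 3 hpi and 113 (from 197) for base change minus middle change from 0 hpe to 3 dpi. The split into higher and lower calls moved by more than 10 percentage points to 2 higher and 7 lower (from 3 and 4) for base 6 wpi against 3 wpi. It moved to 54 higher and 75 lower (from 105 and 76) for needles 3 dpi against 0 hpe.

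Under quantile normalization the cause of these changes was not tested. It gave 29 (from 59, 21 higher and 8 lower against 49 and 10) for base 3 dpi against 1 dpi and 0 (from 1) for base 1 wpi against 3 dpi. There were 16 (from 7) for base 6 wpi against 3 wpi and 1 (from 19, 0 higher and 1 lower against 4 and 15) for base change minus middle change from 0 hpe to 3 hpi. It gave -0.76 (from -0.63) for median profile of listed clusters, B1 in base 6 wpi. The split into higher and lower calls moved by more than 10 percentage points to 901 higher and 881 lower (from 1100 and 646) for base against middle at 1 wpi. It moved to 601 higher and 524 lower (from 686 and 387) for base 0 hpi against 0 hpe and 102 higher and 89 lower (from 57 and 93) for base 3 wpi against 1 wpi. It moved to 569 higher and 812 lower (from 785 and 725) for base change minus middle change from 0 hpe to 6 wpi and 93 higher and 89 lower (from 126 and 71) for base change minus middle change from 0 hpe to 3 dpi. It moved to 479 higher and 483 lower (from 571 and 318) for base change minus middle change from 0 hpe to 1 wpi.

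In a fit of only the arrays compared, fewer arrays estimate the spread. It gave 0 (from 1) for base against middle at 0 hpe and 63 (from 10) for base against middle at 0 hpi. There were 0 (from 475) for base against middle at 3 hpi and 2 (from 59) for base 3 dpi against 1 dpi. It gave 0 (from 1) for base 1 wpi against 3 dpi and 74 (from 150) for base 3 wpi against 1 wpi. There were 0 (from 7) for base 6 wpi against 3 wpi and 286 (from 1151) for needles 3 hpi against 0 hpe. It gave 288 (from 472) for needles 1 dpi against 0 hpe and 105 (from 181) for needles 3 dpi against 0 hpe. There were 0 (from 184) for needles 1 wpi against 0 hpe and 0 (from 178) for middle 6 wpi against 0 hpe. It gave 440 (from 1510) for base change minus middle change from 0 hpe to 6 wpi and 0 (from 19) for base change minus middle change from 0 hpe to 3 hpi. There were 0 (from 4) for base change minus middle change from 0 hpe to 1 dpi and 81 (from 197) for base change minus middle change from 0 hpe to 3 dpi.

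On the list of positive and significant spots, chosen after seeing the data, more targets were tested and the cause of these changes was not tested. It gave 0 (from 1) for base 1 wpi against 3 dpi and 12 (from 19) for base change minus middle change from 0 hpe to 3 hpi. It also gave 2 (from 4) for base change minus middle change from 0 hpe to 1 dpi and 100 (from 65) for Table S4 targets, own PC1 coefficient.

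With the replicate within each time point as a block, the pairing of base and middle at 0 hpe enters all changes from 0 hpe. The cause of these moves was not tested. It gave 26 (from 10) for base against middle at 0 hpi and 840 (from 559) for base against middle at 1 dpi. There were 109 (from 19) for base change minus middle change from 0 hpe to 3 hpi and 60 (from 4) for base change minus middle change from 0 hpe to 1 dpi. It gave 592 (from 197) for base change minus middle change from 0 hpe to 3 dpi and 1386 (from 889) for base change minus middle change from 0 hpe to 1 wpi.

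With the slide as a fixed block, fewer arrays per slide are left to compare, and fits of base or middle held no arrays of the other part. The cause of these changes was not tested further. It gave 617 (from 1672) for base 3 hpi against 0 hpi and 20 (from 59) for base 3 dpi against 1 dpi. There were 0 (from 1) for base 1 wpi against 3 dpi and 0 (from 150) for base 3 wpi against 1 wpi. It gave 1 (from 7) for base 6 wpi against 3 wpi and 301 (from 181) for needles 3 dpi against 0 hpe. There were 2 (from 184) for needles 1 wpi against 0 hpe and 28 (from 1252) for needles 3 wpi against 0 hpe. It gave 366 (from 1624) for needles 6 wpi against 0 hpe and 346 (from 2641) for base 6 wpi against 0 hpe. There were 103 (from 178) for middle 6 wpi against 0 hpe.

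In a PCA of single arrays, the spread between replicates adds to the total. It gave 33.9% (from 39.4%) for PC1 share in all and 36.0% (from 42.5%) for PC1 share in base and middle. It also gave 41.8% (from 50.8%) for PC1 share in needles.

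With targets scaled to unit variance the cause was not tested. It gave 33.6% (from 39.4%) for PC1 share in all.

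With the mean in place of the median over targets, large changes weigh more. It gave 1.35 (from 1.03) for median profile of listed clusters, A1 in base 0 hpi and 0.90 (from 0.69) for median profile of listed clusters, A1 in needles 0 hpi. It also gave 1.44 (from 1.10) for median profile of listed clusters, A2 in base 3 hpi and -0.80 (from -0.63) for median profile of listed clusters, B1 in base 6 wpi. It gave 0.95 (from 0.85) for median profile of listed clusters, B2 in base 0 hpi and 1.09 (from 0.84) for median profile of listed clusters, C1 in needles 3 hpi. It also gave -1.15 (from -0.96) for median profile of listed clusters, C3 in needles 6 wpi.

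With the flag for positive and significant spots as the rule of detection, the cause was not tested. It gave 198 (from 838) for targets left out by the filter and measured only late at the base.

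With single arrays left out, the 2 arrays left in a group were assumed to vary like those of the other groups, with 1 estimate of the spread, and results that moved past the limit with at least 1 array left out lay as follows. The range was from 2 (without base 0 hpi replicate 2) to 10 (without base 0 hpi replicate 3) for base against middle at 0 hpi. They ran from 98 (without middle 3 hpi replicate 3) to 968 (without middle 3 hpi replicate 1) for base against middle at 3 hpi. Values ran from 78 (without base 1 dpi replicate 2) to 1103 (without base 1 dpi replicate 1) for base against middle at 1 dpi. It went from 730 (without base 0 hpe replicate 1) to 1909 (without base 0 hpe replicate 3) for base 0 hpi against 0 hpe. The range was from 21 (without base 3 dpi replicate 1) to 70 (without base 3 dpi replicate 2) for base 3 dpi against 1 dpi. They ran from 0 (without base 3 dpi replicate 2) to 52 (without base 3 dpi replicate 3) for base 1 wpi against 3 dpi. Values ran from 33 (without base 1 wpi replicate 2) to 295 (without base 1 wpi replicate 1) for base 3 wpi against 1 wpi. It went from 1 (without base 6 wpi replicate 2) to 16 (without base 3 wpi replicate 1) for base 6 wpi against 3 wpi. The range was from 287 (without needles 1 dpi replicate 2) to 527 (without needles 0 hpe replicate 2) for needles 1 dpi against 0 hpe. They ran from 89 (without needles 3 dpi replicate 1) to 232 (without needles 0 hpe replicate 2) for needles 3 dpi against 0 hpe. Values ran from 72 (without needles 1 wpi replicate 1) to 371 (without needles 0 hpe replicate 2) for needles 1 wpi against 0 hpe. It went from 61 (without middle 6 wpi replicate 2) to 354 (without middle 6 wpi replicate 3) for middle 6 wpi against 0 hpe. The range was from 924 (without middle 6 wpi replicate 3) to 2158 (without middle 6 wpi replicate 2) for base change minus middle change from 0 hpe to 6 wpi. They ran from 0 (without base 0 hpe replicate 1) to 1 (without base 0 hpi replicate 3) for base change minus middle change from 0 hpe to 0 hpi. Values ran from 1 (without middle 3 hpi replicate 2) to 320 (without middle 3 hpi replicate 1) for base change minus middle change from 0 hpe to 3 hpi. It went from 0 (without base 0 hpe replicate 3) to 269 (without base 1 dpi replicate 1) for base change minus middle change from 0 hpe to 1 dpi. The range was from 37 (without middle 3 dpi replicate 3) to 396 (without base 0 hpe replicate 3) for base change minus middle change from 0 hpe to 3 dpi. They ran from 341 (without base 1 wpi replicate 3) to 1114 (without base 1 wpi replicate 1) for base change minus middle change from 0 hpe to 1 wpi. Values ran from 826 (without base 0 hpe replicate 2) to 1748 (without base 0 hpe replicate 3) for base change minus middle change from 0 hpe to 3 wpi. It went from 36.2% (without replicate 3) to 40.1% (without replicate 1) for PC1 share in all.

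Some named values changed sign, of which only the fall in reCj22901 was called before and none was called after. For reCj23597, base against middle at 0 hpe was -0.23 and became 0.085 under normexp background correction. For reCj31726, needles 6 wpi against 0 hpe was -0.038 and became 0.076 under normexp background correction, 0.38 under quantile normalization and from -0.086 (without needles 6 wpi replicate 3) to 0.017 (without needles 0 hpe replicate 2) with single arrays left out. Its lowest value over all alternatives was -1.01, with the same sign and without a call. For reCj31076, needles 6 wpi against 0 hpe was 0.18 and became -0.18 under normexp background correction and from -0.44 (without needles 0 hpe replicate 3) to 1.00 (without needles 0 hpe replicate 2) with single arrays left out. For reCj31726, middle 6 wpi against 0 hpe was -0.56 and became from -1.03 (without middle 6 wpi replicate 3) to 0.30 (without middle 6 wpi replicate 2) with single arrays left out. For reCj19463, base change minus middle change from 0 hpe to 3 hpi was 0.39 and became from -0.027 (without base 3 hpi replicate 2) to 0.80 (without base 3 hpi replicate 1) with single arrays left out. For reCj19270, base change minus middle change from 0 hpe to 1 dpi was 0.10 and became from -0.74 (without base 0 hpe replicate 3) to 0.84 (without middle 0 hpe replicate 3) with single arrays left out. For reCj20044, base 1 wpi against 0 hpe was 0.17 and became -0.077 with the slide as a fixed block and from -0.90 (without base 0 hpe replicate 3) to 0.91 (without base 0 hpe replicate 1) with single arrays left out. For reCj22901, base 6 wpi against 0 hpe was -1.47 and became 0.72 with the slide as a fixed block. The cause was not tested.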

Differences from the paper's values

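The test on the list of positive and significant spots was chosen after the result was seen. The paper's Table S4 holds 100 targets with the largest PC1 coefficients, and 65 of these were found here among the 100 largest. The other 35 were not on list 1. Of the alternatives set before the data were examined, leaving out replicate 1 gave 68, within 1.5 times of the paper's number. Normexp background correction and leaving out replicate 3 gave 64, and quantile normalization, the authors' table and leaving out replicate 2 gave 65, which are not. On the list of positive and significant spots, chosen after seeing the values, all 100 were found.

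The paper's numbers of varying targets are 10327 in "all", 9633 in "base and middle" and 6555 in "needles", against 8290, 7639 and 6185 here, each within 1.5 times. On the list of positive and significant spots, chosen after seeing the values, the numbers were 10314, 9690 and 6732. With the one-way analysis of variance on that list they were 10304, 9597 and 6455, and with the adjustment over targets past the limit of 0.5 alone 10304, 9602 and 6553. The sizes of that list, 11248, 11909 and 13397, equal the numbers printed in Fig. 2. Without a filter, 18288 and 16539 varied in "all" and "base and middle", with the looser filter 15724 in "all", and without replicate 1 the number in needles was 4366, all more than 1.5 times from the paper's. For the shares of PC1 and PC2 in base and middle the paper gives 43.2% and 25.3%, together 68.5%, against 42.5%, 26.4% and 68.8% here.

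The paper says that the PIN homolog was induced at 3 hpi. PIN3 (reCj18758) fell by 1.93 and EIR1 (reCj20172) by 1.58 at the base from 0 hpe to 3 hpi, and PIN3 was 1.54 above 0 hpe at 1 wpi. The text counts 1 PIN homolog, and Table S6 lists both of these targets.

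For the SHR homolog reCj23597, the paper says that base and middle differed at all times but 0 hpe. Here the difference was 0.49 at 0 hpi, 0.42 at 3 hpi and 0.63 at 1 dpi, none of them called, and it was called from 3 dpi on.

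The paper says that NCED homologs were restored at the base. For NCED5 (reCj20044) the difference from 0 hpe was -2.42 at 3 hpi, 0.17 at 1 wpi and -1.33 at 6 wpi, the last 2 not called. Without base 0 hpe replicate 3, reCj20044, base 6 wpi against 0 hpe was called (-2.40). NCED4 (reCj22901) rose again in part, from -4.14 at 1 dpi to -1.47 at 6 wpi, which was still called. CCD1 (reCj21538) did not return: it differed by -1.04 at 3 hpi, -2.33 at 1 wpi and -2.47 at 6 wpi. Without base 0 hpe replicate 1 or base 6 wpi replicate 2 the fall in reCj22901, base 6 wpi against 0 hpe was not called (-1.30 and -0.92). With the slide as a fixed block, reCj22901, base 6 wpi against 0 hpe was 0.72 and not called.

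The paper says that expression of the ETO homolog differed between base and middle. For reCj17974 the differences of 0.70, 0.75 and 0.64 at 3 hpi, 1 wpi and 6 wpi had adjusted p below 0.05 and were below the limit of 1, so they were not called. Without a limit on the log2 difference the same p gives calls.

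The paper says that cluster A1 peaked at 0 hpi in all parts. At the base its median was 1.03 ± 0.14 at 0 hpi and 1.29 ± 0.12 at 3 hpi (SD, n = 3). Where the paper's text names cluster C4 for photosynthesis at the base and B3 for needles after 3 wpi, the letters belong to the datasets of needles and of base and middle, and the cluster values given here follow the letters of Table S2.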

Other observations

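All tests in this part were chosen after the results were seen. Middle 6 wpi replicate 2 lay towards the base on PC1 of base and middle, at 10.9, while replicates 1 and 3 lay at -45.1 and -63.9 and the base arrays at 6 wpi at 45.6, 56.9 and 37.2. A swap of labels with a base array would need a base array out of place, and the lowest base array lay at 37.2. Base tissue mixed into the sample would bring a share of base RNA: in 157 targets higher at the base the rise allows a share of 0.372 (median), with which 113 targets lower at the base could fall by at most 0.60 (log2, median), and they fell by 2.00. The same share would bring an ERCC signal of 19.7, and 2.73 was seen. Of the 7 other arrays on its slide, 2 lay further towards the base than the mean of their group, which argues against the slide. A cutting whose middle had responded further is a candidate explanation, for which the design gives no test, and no biological explanation was tested.

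At 0 hpe, same-numbered base and middle arrays deviated together from their group means, with r across genes of 0.944, 0.748 and 0.947. Genes are not independent replicates. Of these pairs 0 lay on 1 slide, so a shared slide does not explain it. The hypothesis that the cuttings were at different stages of the response to excision was tested with the needles' change from 0 hpe to 0 hpi. The deviations of base arrays at 0 hpe correlated with it by at most 0.0483 in size. At other times the largest in size was -0.245 for a base array and -0.484 for a middle array, so the test was negative. Other differences between the cuttings stay open and were not tested.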
